# LRH-1 mitigates intestinal inflammatory disease by maintaining epithelial homeostasis and cell survival

**DOI:** 10.1038/s41467-018-06137-w

**Published:** 2018-10-10

**Authors:** James R. Bayrer, Hongtao Wang, Roy Nattiv, Miyuki Suzawa, Hazel S. Escusa, Robert J. Fletterick, Ophir D. Klein, David D. Moore, Holly A. Ingraham

## Abstract

Epithelial dysfunction and crypt destruction are defining features of inflammatory bowel disease (IBD). However, current IBD therapies targeting epithelial dysfunction are lacking. The nuclear receptor LRH-1 (NR5A2) is expressed in intestinal epithelium and thought to contribute to epithelial renewal. Here we show that LRH-1 maintains intestinal epithelial health and protects against inflammatory damage. Knocking out LRH-1 in murine intestinal organoids reduces Notch signaling, increases crypt cell death, distorts the cellular composition of the epithelium, and weakens the epithelial barrier. Human LRH-1 (hLRH-1) rescues epithelial integrity and when overexpressed, mitigates inflammatory damage in murine and human intestinal organoids, including those derived from IBD patients. Finally, hLRH-1 greatly reduces disease severity in T-cell-mediated murine colitis. Together with the failure of a ligand-incompetent hLRH-1 mutant to protect against TNFα-damage, these findings provide compelling evidence that hLRH-1 mediates epithelial homeostasis and is an attractive target for intestinal disease.

## Abstract (web summary)

Inflammatory bowel disease is characterised by epithelial dysfunction. Here the authors show that loss of the nuclear receptor LRH-1 leads to epithelial disruption by altering Notch signaling in mouse intestinal organoids, and that LRH-1 overexpression ameliorates immune-mediated colitis in a mouse model.

## Introduction

Inflammatory bowel disease (IBD) is a chronic disorder that is characterized by bouts of intense gastrointestinal inflammation, ultimately resulting in destruction of the epithelial lining of the gut^1^. Although defects in genes expressed in the gut epithelium have been associated with IBD^2,3^, the contribution of the epithelium to this disease remains understudied, particularly in comparison to the intensive interrogation of the immune component. However, the recent establishment of mouse and human intestinal organoids has provided an excellent experimental platform to explore intrinsic epithelial defects in patients and mouse models with disease^4,5^.

An important regulatory factor for intestinal epithelia is Liver Receptor Homolog 1 (LRH-1, NR5A2). This nuclear receptor has been shown to be expressed in intestinal crypts, where intestinal stem cells (ISCs) reside^6^, and where it contributes to epithelial renewal by potentiating WNT/β-catenin signaling^6–8^. Recent GWAS meta-analyses of IBD patients found a significant association between LRH-1 and IBD^9,10^. Animal studies using heterozygous (*Lrh-1*^*+/−*^) or conditional knockout (*Lrh-1*^*fl/fl*^*; VilCreERT2*) did not note any apparent epithelial defects at baseline, but did report a defect in epithelial proliferation and susceptibility to colitis^6,11^. Interestingly, the elimination of LRH-1 in mouse intestine and human colon cancer cell lines resulted in decreased glucocorticoid production^12–14^, which has the potential to lead to the kind of increased intestinal inflammation observed in mouse models of colitis^11,13^. This atypical nuclear receptor contains a well-ordered hormone-binding pocket, which binds signaling phospholipids including phosphoinositides^15–18^. However, structural and biochemical studies have revealed major differences between the human and mouse orthologs; hLRH-1 manifests a greater ligand-binding dependency^15,17,19^.

Here we investigate the physiological and pathophysiological function of hLRH-1 in the intestinal epithelium. Using humanized mouse intestinal organoids, a humanized in vivo IBD model, and human intestinal organoids, we uncover an essential role for LRH-1 in intestinal epithelial homeostasis and cell survival, which mitigates inflammatory injury. Our data rationalize efforts required to target this nuclear receptor for the treatment of IBD.

## Results

### LRH-1 maintains epithelial integrity and viability

In order to investigate the role of LRH-1 in gut epithelia, LRH-1 expression and the effects of its deletion were determined in mouse intestinal organoids. Similar to prior in vivo studies^6^, *mLrh-1* was found in the crypt domain of intestinal organoids, but was also detected at lower levels in the villus domain (Fig. 1a). Using *Lrh-1*^*fl/fl*^;*VilCreERT2* (*Lrh1*^*IEC-KO*^) mice, intestinal organoids were generated following conditional and acute deletion of mLRH-1 (Fig. 1b). Consistent with the proposed role for LRH-1 in Wnt/β−catenin-regulated cell growth^6^, deletion of mLRH-1 increased cell death and lowered organoid viability in a modified MTT reduction assay^20^, compared to control organoids from *Lrh1*^*fl/fl*^ mice (Fig. 1c).

**Fig. 1:**
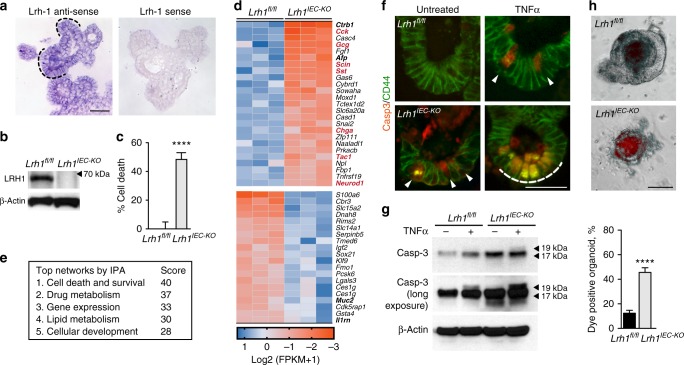
Effects of loss of LRH-1 on murine organoids. **a** Expression of *mLRH-1* transcripts in intestinal organoids is widespread and higher in crypt regions (dashed black line). Scale bar = 100 μm. **b** Loss of mLRH-1 after Cre-recombination induced by 4-hydroxytamoxifen (4OHT) added to *Lrh-1*^*fl/fl*^*;Vil-CreERT2* organoids for 48 h (*Lrh1*^*IEC-KO*^) compared to similarly treated wild-type (*Lrh1*^*fl/fl*^) organoids, as detected by anti-LRH-1 antibody. **c** Cell death in *Lrh1*^*fl/fl*^ and *Lrh1*^*IEC-KO*^ organoids following acute loss of *Lrh-1*. Values normalized to five independent wells of untreated *Lrh1*^*fl/fl*^ organoids taken to be 0%. **d** Most significant gene changes up (blue) or down (ochre) after loss of mLRH-1 by RNA expression (*q* = < 0.05 and *p* = < 0.005). Gene names in bold refer to markers of differentiation while red refer to known EEC markers. **e** Top five altered gene networks as identified by IPA Ingenuity analysis. **f** *Lrh1*^*fl/fl*^ and *Lrh1*^*IEC-KO*^ organoids exposed to TNFα (10 ng/ml) for 40 h stained for active Casp3 (red) and CD44 (green). Cells expressing active Casp3 undergoing cell death in crypt regions are indicated (white arrowheads and dashed white line). Scale bar = 50 μm. **g** Expression of active Casp3 in *Lrh1*^*fl/fl*^ and *Lrh1*^*IEC-KO*^ organoids as described in panel **f**, detected by western blotting (17 and19 kDa, black arrowheads). Shorter (top panel) and longer exposures (middle panel). **h** Uptake of fluorescent dextran after 30 min in *Lrh1*^*fl/fl*^ and *Lrh1*^*IEC-KO*^ organoids. Scale bar = 100 μm. Bar graph of percentage dye-positive enteroids (≥30 total organoids counted per condition). Data represent average of minimum three biological triplicates. For **c** and **g**, error bars are SEM using Student’s *t* test (unpaired, two tailed) with *p* values of ****p = < 0.0001

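RNA-Seq was performed on mouse small intestinal organoids in 4 groups of 3 samples. The *Lrh1* fl/fl organoids kept mLRH-1. The *Lrh1* IEC-KO organoids lost it after 4-hydroxytamoxifen (300 nM; 48 h in the legend of Fig. 1b) activated a Cre recombinase under the villin promoter, which is active in intestinal epithelial cells. The remaining groups were *Lrh1* IEC-KO organoids infected with an adeno-associated virus carrying GFP (AAV-GFP) or human LRH-1 (AAV-hLRH1), and RNA was collected 4 days after infection. Complementary DNA made with NuGEN's Ovation RNA-Seq System was sequenced on an Illumina instrument. The authors analysed the reads in Galaxy and deposited the FPKM of each gene in each sample as computed by Cufflinks. FPKM counts fragments and is already divided by transcript length and by the number of mapped fragments of the sample. The aligner, the program versions, any read filter and the gene annotation are not stated in the paper, its supplement or the sample labels. Gene positions in the files fall on GRCm38, where 99.45% of 22423 symbols overlap the gene of that name in the GENCODE annotation.

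Fragment counts are not in the files analysed here. Cufflinks prints an upper confidence bound beside each FPKM, and the distance between them implies a number of fragments. Summed over genes, this came to 3.85, 4.24 and 4.42 M fragments (M, mega) in the *Lrh1* fl/fl samples and 4.48, 3.27 and 2.78 M in the *Lrh1* IEC-KO samples. The AAV-GFP samples held 3.89, 2.36 and 2.09 M and the AAV-hLRH1 samples 4.41, 4.02 and 3.88 M. Of the values of at most 20 implied fragments, 55.6% to 60.6% per sample lay within 0.02 of a whole number, against 4% by chance. The implied numbers describe depth alone and entered no test of expression. The 10 most abundant genes held 23.5% to 25.8% of the summed FPKM in *Lrh1* fl/fl organoids and 23.0% to 30.9% in *Lrh1* IEC-KO organoids. Their share was 28.8% to 36.5% with AAV-GFP and 23.7% to 28.8% with AAV-hLRH1.

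The 24490 rows of each file were reduced to 23978 gene symbols by summing rows with the same symbol and leaving out symbols whose quantification failed in any sample. The 14241 genes with an FPKM of at least 0.1 in at least 3 of the 12 samples were tested on log2(FPKM + 1) with limma, in a single fit of 4 group means with a variance trend. Changed genes are those with a Benjamini-Hochberg adjusted p under 0.05. A single gene also has an exact permutation test on FPKM, in which 3 samples against 3 cannot give a p below 0.1. Samples are numbered 1 to 3 in each group, but the paper pairs none of them. Deviations from the group means correlated at 0.0105 on average over the 18 pairs of samples that share a number and at -0.0052 over the 36 pairs that do not, so the main fit has no replicate block.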

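Of the 14241 tested genes 309 differed, 77 up and 232 down in *Lrh1* IEC-KO relative to *Lrh1* fl/fl organoids. This comparison is called loss of mLRH-1 here, but the *Lrh1* IEC-KO organoids also carry the Cre gene. Other differences between the lines are therefore not excluded as a cause. Of the 309 genes, 168 changed by at least 1 on the log2 scale, 44 up and 124 down. Fig. 1d names 44 different genes, and all 44 moved in the drawn direction with no overlap between the 3 *Lrh1* IEC-KO and the 3 *Lrh1* fl/fl samples. Changes past the threshold were found for 42 of them, 18 of the 19 drawn up and 24 of the 25 drawn down. The 25 genes drawn down had log2 fold changes from -3.77 to -1.72, and the 19 drawn up from 1.19 to 3.4.

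*Ctrb1*, which encodes chymotrypsinogen B1 and lies on chromosome 8 from 111686510 to 111691010 (GRCm38), fell the most among the genes of Fig. 1d. Its FPKM was 35.7 ± 5.14 (SD, n = 3) in *Lrh1* fl/fl and 1.7 ± 0.366 (SD, n = 3) in *Lrh1* IEC-KO organoids, a log2 fold change of -3.77 (standard error 0.391, adjusted p = 2.7e-04). *S100a6*, on chromosome 3 from 90612894 to 90614414, rose the most, from 1.87 ± 0.54 (SD, n = 3) to 29 ± 1.14 (SD, n = 3), a log2 fold change of 3.4 (standard error 0.147, adjusted p = 2.6e-07). *Cbr3*, a carbonyl reductase gene on chromosome 16 from 93683219 to 93690991, rose from 1.4 ± 0.598 (SD, n = 3) to 14.9 ± 1.52 (SD, n = 3), a log2 fold change of 2.75 (standard error 0.232, adjusted p = 5.3e-05). *Slc15a2*, a peptide transporter gene on chromosome 16 from 36750164 to 36784962, was not detected in any *Lrh1* fl/fl sample and had an FPKM of 5.03 ± 1.2 (SD, n = 3) in *Lrh1* IEC-KO organoids, a log2 fold change of 2.57 (standard error 0.168, adjusted p = 8.2e-06). For each of these genes the exact permutation p was 0.1, the smallest possible with 3 samples per group. With AAV-hLRH1, *S100a6*, *Cbr3* and *Slc15a2* were still higher than in *Lrh1* fl/fl organoids, at 2.76, 2.73 and 2.87 on the log2 scale. A difference between the lines other than LRH-1 is thus not excluded for them. *Ctrb1* was instead raised by AAV-hLRH1 relative to AAV-GFP. At the implied depth, 3 fragments of *Slc15a2* correspond to an FPKM of 0.21 in the deepest sample and 0.479 in the shallowest.

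Fitting only the 6 samples of these 2 groups left 27 genes up and 126 down, and 30 of the 44 genes of Fig. 1d past the threshold. With the replicate number as a block in the fit, 56 genes were up and 181 down. Leaving out each sample in turn gave 28 to 62 genes up and 109 to 187 down, with 34 to 40 genes of Fig. 1d past the threshold.

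The Ingenuity networks of Fig. 1e cannot be repeated from the files, because the software's gene networks are not public. A set of 42 apoptosis and survival genes, listed before the data were seen and including the mediators the paper names, was tested instead with limma's camera. Of these genes 41 were tested, and 20 were higher and 21 lower in *Lrh1* IEC-KO organoids. Their mean log2 fold change was -0.0276 (adjusted p = 0.52 over 4 set tests), and 1 gene passed the threshold, *Il1rn*, at 1.19 (standard error 0.263, adjusted p = 0.043). Quantile normalization between samples moved the mean of the set the most, to 0.0529 (adjusted p = 0.50). The set pools 26 pro-apoptotic genes (mean -0.0397) and 15 pro-survival genes (mean -0.00675). Both means have the same sign in the main fit, which argues against opposite shifts of these parts that cancelled in the pooled test. From the networks in Fig. 1e and the genes in Fig. 1d, the paper proposes a role for LRH-1 in the homeostasis and viability of the intestinal epithelium.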

Transcriptional profiling of *Lrh1*^*fl/fl*^ and *Lrh1*^*IEC-KO*^ intestinal organoids revealed significant gene changes in cell survival and apoptosis pathways (Fig. 1d, e), suggesting a role for LRH-1 in intestinal epithelial homeostasis and viability. Consistent with this notion, a marked increase in activated Caspase 3 (Casp-3) was observed in the intestinal crypt domain of *Lrh1*^*IEC-KO*^ organoids, which was further exacerbated by TNFα (Fig. 1f, g). As expected, given the documented role of LRH-1 in intestinal epithelial proliferation^6,21^, *Lrh1*^*IEC-KO*^ intestinal organoids exhibited decreased cell proliferation measured by 5-ethynyl-2-deoxyuridine (EdU) incorporation (Supplementary Figure 1).

Because epithelial damage is a major contributor to chronic inflammatory disease in IBD^22^, we investigated whether loss of LRH-1 compromises the epithelial barrier. Indeed, significant failure of the epithelial barrier was observed in *Lrh1*^*IEC-KO*^ intestinal organoids using a vital dye exclusion assay (Fig. 1h). Together, these data support an essential role for LRH-1 in epithelial viability and resilience.

### LRH-1 affects crypt survival and differentiation via Notch

Notch expression in the intestinal crypt preserves LGR5^+^ stem cells while restricting secretory lineages and is critical for ISC survival^23,24^. We then asked if the observed crypt cell death in *Lrh1*^*IEC-KO*^ organoids might arise from impairment in Notch signaling. Indeed, both *Notch1* transcripts and protein levels were diminished in *Lrh1*^*IEC-KO*^ organoids (Fig. 2a, b). Because Notch is also a key factor in epithelial differentiation^23,24^, cell numbers and markers for Paneth, goblet, and enteroendocrine cells (EECs) were assessed after loss of LRH-1. As expected, lowered Notch signaling in *Lrh1*^*IEC-KO*^ organoids resulted in downregulation of the stem cell markers *Lgr5* and *Olfm4*, while leading to upregulation of *Lys* and *Muc-2*; two respective markers for secretory Paneth and goblet cells (Fig. 2b). The number of goblet cells doubled in *Lrh1*^*IEC-KO*^ intestines, and Paneth cells were visibly expanded in intestinal crypts (Fig. 2c, d). 

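In the RNA-Seq data of *Lrh1* fl/fl and *Lrh1* IEC-KO organoids, EEC transcripts were assessed with the genes named in Fig. 1d and with a set of 33 EEC genes written down before the data were seen. The set includes *Cck*, *Gcg*, *Sst*, *Chga*, *Tac1*, *Neurod1* and *Scin* of Fig. 1d, which the paper chose from these same samples. Its test is therefore not independent of that figure. *Chgb*, *Scg2*, *Scg3*, *Gip* and *Nts*, also past the threshold, are not drawn there. Of the 30 genes of the set that passed the expression filter, 27 were lower in *Lrh1* IEC-KO organoids and 12 of these passed the threshold, while none was significantly higher. These 12 genes were also past the threshold and lower in AAV-hLRH1 relative to *Lrh1* fl/fl organoids. A difference between the lines other than LRH-1 is therefore not excluded for them. The mean log2 fold change of the set was -1.07 (adjusted p = 7.0e-14 by limma's camera test over 4 set tests). This test took a fixed correlation of 0.01 between genes. With the correlation estimated from the set, its adjusted p was 9.4e-05.

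*Chga*, encoding the granule protein chromogranin A, lies on chromosome 12 from 102554969 to 102565027 (GRCm38). Its FPKM fell from 7.13 ± 0.882 (SD, n = 3) in *Lrh1* fl/fl to 1.37 ± 1.39 (SD, n = 3) in *Lrh1* IEC-KO organoids, a log2 fold change of -1.92 (standard error 0.31, adjusted p = 0.007). *Tac1*, on chromosome 6 from 7555071 to 7562973, encodes the substance P precursor made by enterochromaffin cells and fell from 8.02 ± 0.87 (SD, n = 3) to 1.67 ± 1.08 (SD, n = 3), a log2 fold change of -1.83 (standard error 0.3, adjusted p = 0.0079). The gene for the cholecystokinin hormone, *Cck*, on chromosome 9 from 121489824 to 121495694, fell from 39.8 ± 2.8 (SD, n = 3) to 2.54 ± 1.92 (SD, n = 3), a log2 fold change of -3.72 (standard error 0.478, adjusted p = 0.0013). *Gcg*, on chromosome 2 from 62474530 to 62483653, encodes proglucagon. It had an FPKM of 7.13 ± 3.58 (SD, n = 3) in *Lrh1* fl/fl organoids and was not detected in any *Lrh1* IEC-KO sample, a log2 fold change of -2.91 (standard error 0.295, adjusted p = 2.3e-04). *Sst*, on chromosome 16 from 23889581 to 23890844, encodes somatostatin. It was likewise undetected in *Lrh1* IEC-KO organoids, from 5.39 ± 1.84 (SD, n = 3) in *Lrh1* fl/fl organoids, a log2 fold change of -2.64 (standard error 0.282, adjusted p = 3.3e-04). The transcription factor gene *Neurod1*, on chromosome 2 from 79452641 to 79456636, fell from 5.15 ± 0.207 (SD, n = 3) to 0.871 ± 0.243 (SD, n = 3), a log2 fold change of -1.72 (standard error 0.16, adjusted p = 1.2e-04).

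In each of these 6 genes every *Lrh1* IEC-KO sample was below every *Lrh1* fl/fl sample, with an exact permutation p of 0.1. The undetected genes are known only down to the depth of the samples: 3 fragments correspond to an FPKM of 0.708 to 1.61 for *Gcg* and of 1.58 to 3.6 for *Sst*, depending on the sample. A pseudocount of 0.1 in place of 1 moved these low genes the most, taking *Sst* to -5.73 (adjusted p = 0.0035) and the mean of the set to -1.85 (adjusted p = 7.5e-12). The paper sets the fall in EEC transcripts beside the lower number of enterochromaffin cells and contrasts both with the expansion of EECs described after Notch inhibition.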

Surprisingly, rather than observing an expansion of EECs, as previously described with Notch inhibition^23,24^, the number of enterochromaffin cells, a representative sub-population of EEC cells, was significantly reduced in *Lrh1*^*IEC-KO*^ intestine (Fig. 2c, d), as were levels of EEC-specific transcripts (Fig. 1d). Collectively, these data imply that LRH-1 is necessary for maintenance of Notch signaling and cell survival and for proper allotment of intestinal epithelial cell types.

**Fig. 2:**
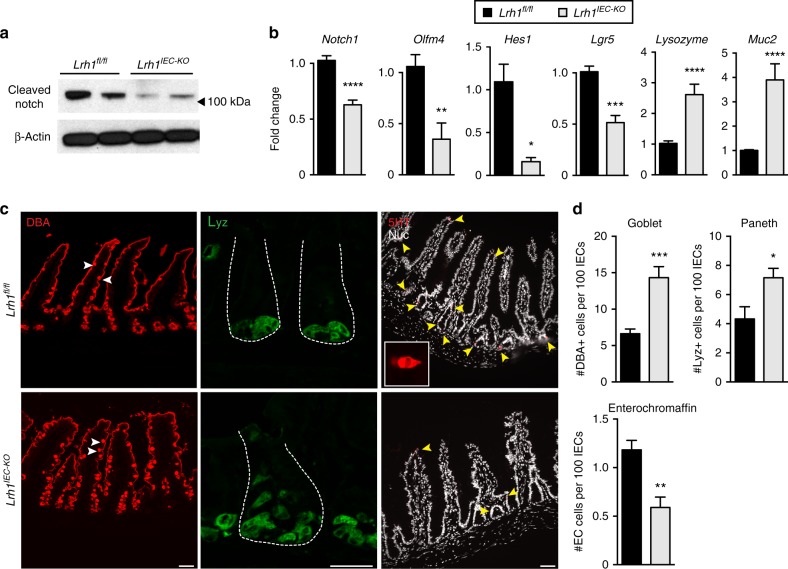
*Lrh1*^*IEC-KO*^ mouse organoids have diminished Notch activation. **a** Representative immunoblot for cleaved Notch1 in *Lrh1*^*fl/fl*^ (left two lanes) and *Lrh1*^*IEC-KO*^ (right two lanes), *n* = 4 per condition. **b** Fold change in expression by RT-qPCR in *Lrh1*^*fl/fl*^ (black) and *Lrh1*^*IEC-KO*^ (gray) organoids for *Notch1* and the Notch target genes *Olfm4* and *Hes1*. Relative expression of the stem cell marker *Lgr5*, Paneth cell marker *Lysozyme*, and goblet cell marker *Mucin2* are also shown. Minimum of three replicates per condition. **c** Histology of *Lrh1*^*fl/fl*^ and *Lrh1*^*IEC-KO*^ small intestine showing goblet (DBA, red, left), Paneth (lysozyme, green, middle) and enterochromaffin cells (5HT, red, right and inset). Scale bar = 50 μm. Intestinal crypts are outlined with dashed white line in middle panel. **d** Quantitation of epithelial subtype distribution, *n* = 3 animals per condition. For **b** and **d**, error bars are SEM using Student’s *t* test (unpaired, two tailed) with *p* values of *p = < 0.05, **p = < 0.01, ***p = < 0.001, and ****p = < 0.0001

### Human LRH-1 prevents intestinal crypt death and TNFα injury

We next asked whether restoring or overexpressing LRH-1 might strengthen epithelial resilience to an inflammatory challenge. Human LRH-1 (hLRH-1), rather than mLRH-1, was chosen because it displays greater ligand-dependent activation and is the relevant isoform in human disease. As illustrated in Fig. 3a, hLRH-1, unlike mLRH-1, lacks the salt bridge at the mouth of the ligand-binding pocket and requires a positive charge to stabilize this domain^15,25^. This role is fulfilled by the phosphate in the polar head group of its phospholipid ligand. Expression of hLRH-1 in mouse intestinal organoids was achieved by an AAV8-mediated infection protocol, which was optimized using AAV8-GFP. This method resulted in rapid and efficient gene expression (Fig. 3b) that persisted for the life of the epithelial cell (Supplementary Figure 2) and permitted dosing that could either match or exceed endogenous levels of mLRH-1 (Fig. 3c, left). Nuclear expression of hLRH-1 was detected throughout the crypt and villus zones (Fig. 3b).

**Fig. 3:**
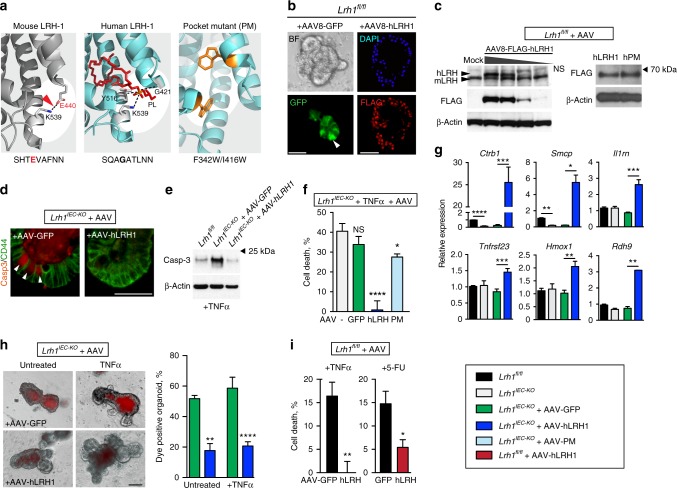
Rescue of *Lrh1*^*IEC-KO*^ mouse organoids by hLRH-1. **a** Ribbon diagrams of mouse (left) and human (middle) LRH-1 ligand-binding pocket highlighting species-specific structural features of salt bridge (dotted black line and red arrowhead) versus coordination of phospholipid ligand (red stick; dotted black lines). Model of hLRH-1 pocket mutant (right) showing placement of pocket-obscuring residues (gold). **b** AAV8-directed GFP expression in organoids after 24 h (BF brightfield, GFP fluorescence, white arrowhead indicates representative GFP^+^ cell). Nuclear hLRH-1 expression 4 d post-infection detected with anti-Flag. Scale bar = 100 μm. **c** Titration of hLRH-1 protein by infectious titer of AAV8-hLRH1 (3.3×10^10^− 4.1×10^9^ genome copies) after 4 d (left); mock infection is without virus. LRH-1 detected by anti-LRH-1 (upper panel) or anti-FLAG (middle panel). NS: nonspecific band. Western blot for AAV-hLRH1 and AAV-PM detected by FLAG antibody from *Lrh1*^*fl/fl*^ organoids infected with equal titer of AAV (right). **d** Casp3 signal in untreated *Lrh1*^*IEC-KO*^ organoid crypts infected with either AAV-GFP or AAV-hLRH1 with Casp3^+^ cells indicated (white arrowheads). Scale bar = 50 μm. **e** Expression of active Casp3 protein in *Lrh1*^*IEC-KO*^ organoids infected with AAV-GFP or AAV-hLRH1 for 72 h prior to TNFα (10 ng/ml, 40 h). **f** Percent cell death in *Lrh1*^*IEC-KO*^ organoids infected with mock (gray), AAV-GFP (green), AAV-hLRH1 (blue), or AAV-hPM (hLRH-1 pocket mutant; light blue) for 72 h, and then treated with TNFα (10 ng/ml, 40 h). **g** Fold change by RT-qPCR in *Lrh1*^*fl/fl*^ (black) and *Lrh1*^*IEC-KO*^ (gray) organoids, or in *Lrh1*^*IEC-KO*^ organoids subsequently infected with AAV-GFP (green) or AAV-hLRH1 (blue) for 72 h. **h** Uptake of fluorescent dextran in *Lrh1*^*IEC-KO*^ organoids infected with AAV-GFP or AAV-hLRH1 for 72 h followed by TNFα (10 ng/ml, 40 h) as per Fig. 1h. Scale bar = 100 μm. **i** Viability of TNFα-exposed *Lrh1*^*fl/fl*^ organoids (20 ng/ml, 40 h) and 5-FU (5 μg/ml, 24 h), respectively, overexpressing hLRH-1 by approximately two times endogenous levels. Control organoids were infected with AAV-GFP (black bar). For panels **f**−**i** error bars are SEM with statistical analyses as per Fig. 1 with *p = < 0.05, **p = < 0.001, ***p = < 0.0005 and ****p = < 0.0001

Human LRH-1 expression was able to fully rescue crypt cell death and maintain viability in *Lrh1*^*IEC-KO*^ organoids even upon challenge by TNFα (Fig. 3d–f). To ascertain if ligand binding is necessary for hLRH-1-mediated rescue, we next attempted to salvage organoid viability with the well-characterized ligand-binding-defective variant of hLRH-1 (PM; Fig. 3a)^26,27^. Bulky hydrophobic residues were modeled in the binding pocket to impede ligand uptake without effecting protein integrity, as previously demonstrated in cultured cell lines^26^. Indeed, the human PM variant is stably expressed in intestinal organoids (Fig. 3c, right), and despite the fact that the hPM retains modest transcriptional activity^26,27^, it failed to rescue TNFα-induced cell death in *Lrh1*^*IEC-KO*^ intestinal organoids (Fig. 3f, light blue bar).

Expressing hLRH-1 resulted in upregulation of known downstream targets including *Shp*, *Cyp11a1,* and *Cyp11b1* as well as robust expression of new potential LRH-1 targets (*Ctrb1* and *Smcp*), and mediators of cell survival and anti-inflammatory responses, including the decoy receptors *Il1rn* and *Tnfrsf23* and the antiapoptotic factor *Hmox1* (Fig. 3g and Supplementary Figures 3 and 4). 

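The effect of hLRH-1 on expression was measured by RNA-Seq in 3 samples of *Lrh1* IEC-KO organoids infected with AAV-hLRH1 and 3 infected with AAV-GFP, 4 days after infection. Between 3.88 and 4.41 M fragments (median 4.02) are implied for the AAV-hLRH1 samples and between 2.09 and 3.89 M (median 2.36) for the AAV-GFP samples, so genes at low expression are measured less precisely in the AAV-GFP group. The FPKM that the authors computed with Cufflinks were used as deposited, and the comparison comes from the limma fit of all 12 samples on log2(FPKM + 1). AAV-hLRH1 raised 31 genes and lowered 3 with an adjusted p under 0.05. With a replicate block in the fit 27 genes were raised and 1 was lowered. Leaving out each of the 6 samples in turn gave 17 to 97 raised genes and 0 to 43 lowered genes, the widest range of any alternative.

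*Shp*, listed under its symbol *Nr0b2* on chromosome 4 from 133553390 to 133556536 (GRCm38), had an FPKM of 0.836 ± 0.655 (SD, n = 3) with AAV-hLRH1 and was not detected in any AAV-GFP sample, a log2 fold change of 0.817 (standard error 0.214, adjusted p = 0.2). It rested on 10 implied fragments in all 3 AAV-hLRH1 samples together. *Cyp11a1*, on chromosome 9 from 58015017 to 58027023, encodes the enzyme that starts steroid synthesis from cholesterol. Its FPKM was 0.631 ± 0.163 (SD, n = 3) with AAV-hLRH1, from 13 fragments, and 0.1 ± 0.174 (SD, n = 3) with AAV-GFP, a log2 fold change of 0.575 (standard error 0.125, adjusted p = 0.13). *Cyp11b1*, on chromosome 15 from 74834892 to 74841643, encodes a steroid hydroxylase that acts late in glucocorticoid synthesis. It was detected in all 3 AAV-hLRH1 samples at 0.879 ± 0.215 (SD, n = 3), from 25 fragments, and in none of the other 9 samples, a log2 fold change of 0.904 (standard error 0.0932, adjusted p = 0.0013). In the shallowest sample 3 fragments correspond to an FPKM of 1.55 for *Shp*, 0.904 for *Cyp11a1* and 0.647 for *Cyp11b1*. From that sample alone, an AAV-GFP level just below that of the AAV-hLRH1 samples is not excluded for *Shp* and *Cyp11a1*. The 3 AAV-GFP samples together held 0 fragments of *Shp* and 1 of *Cyp11a1*, and no bound was computed over them together.

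*Ctrb1* was 768.2 ± 177.1 (SD, n = 3) with AAV-hLRH1 and 2.84 ± 2.94 (SD, n = 3) with AAV-GFP, a log2 fold change of 7.88 (standard error 0.391, adjusted p = 7.0e-06). *Smcp*, on chromosome 3 from 92583866 to 92589024, encodes a cysteine-rich protein of the sperm mitochondrial capsule and rose to 17.4 ± 2.81 (SD, n = 3) from 0.551 ± 0.176 (SD, n = 3), a log2 fold change of 3.56 (standard error 0.193, adjusted p = 9.2e-06). These were the lowest adjusted p values of the comparison. *Il1rn*, on chromosome 2 from 24336860 to 24351491, encodes the interleukin-1 receptor antagonist and rose to 40 ± 5.94 (SD, n = 3) from 10.5 ± 3.15 (SD, n = 3), a log2 fold change of 1.86 (standard error 0.263, adjusted p = 0.012). *Tnfrsf23*, on chromosome 7 from 143665807 to 143685872, encodes a decoy receptor of the TNF receptor family and rose to 6.3 ± 1.27 (SD, n = 3) from 1.52 ± 0.551 (SD, n = 3), a log2 fold change of 1.54 (standard error 0.235, adjusted p = 0.02). *Hmox1*, on chromosome 8 from 75093618 to 75100593, encodes heme oxygenase and rose to 15.4 ± 2.62 (SD, n = 3) from 4.29 ± 2.36 (SD, n = 3), a log2 fold change of 1.74 (standard error 0.391, adjusted p = 0.13), which is above the threshold after adjustment. All 8 genes were higher in each AAV-hLRH1 sample than in each AAV-GFP sample (exact permutation p = 0.1 for each).

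A pseudocount of 0.1 changed the low genes the most: the log2 fold change of *Nr0b2* became 2.97 (adjusted p = 0.083), that of *Cyp11a1* 2.18 (adjusted p = 0.21) and that of *Cyp11b1* 3.27 (adjusted p = 0.0025). From the RT-qPCR of Fig. 3g and these expression data, the paper concludes that hLRH-1 raises known LRH-1 targets, potential further targets, and mediators of cell survival and anti-inflammatory responses.

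**Figure D1:**
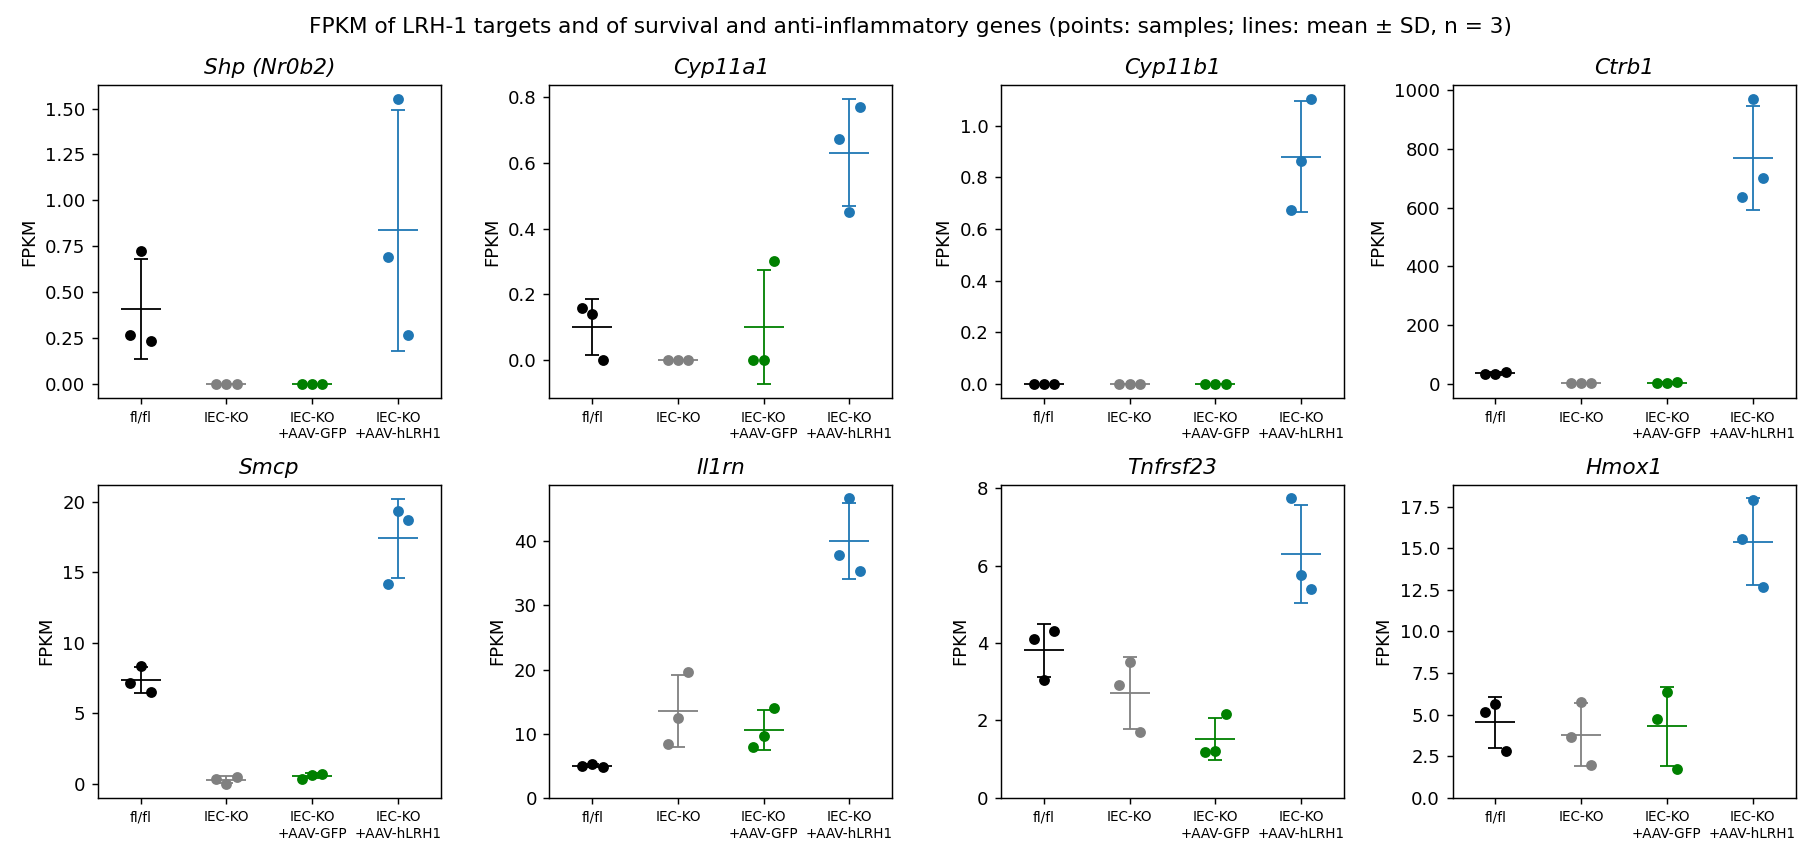
FPKM of *Shp* (*Nr0b2*), *Cyp11a1*, *Cyp11b1*, *Ctrb1*, *Smcp*, *Il1rn*, *Tnfrsf23* and *Hmox1* in the 4 groups of organoids; points are samples, horizontal lines are means and bars are SD (n = 3). In every panel the 3 AAV-hLRH1 samples lie above the 3 AAV-GFP samples, from means of 0.631 against 0.1 for *Cyp11a1* to 768 against 2.84 for *Ctrb1*.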

Adding hLRH-1 to *Lrh1*^*IEC-KO*^ organoids also restored the integrity of the epithelial barrier, as demonstrated by a reduction of vital dye-positive organoids (Fig. 3h). Moreover, increasing the dosage of hLRH-1 in the presence of wild-type mLRH-1 ameliorated TNFα-induced cell death, suggesting that elevated LRH-1 activity protects against inflammatory damage (Fig. 3i, left). This effect extends to other epithelial insults, as overexpression of hLRH-1 also protected against damage by fluorouracil (5-FU), a common chemotherapeutic with intestinal toxicity (Fig. 3i, right). Taken together, these data demonstrate that hLRH-1 fully substitutes for mLRH-1 to restore cell survival and activate anti-inflammatory programs.

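In the expression data, replacement by hLRH-1 can be followed at the 309 genes that changed with loss of mLRH-1, using groups that share no sample. Of these genes, 160 (51.8%, 95% Wilson interval 46.2% to 57.3%) moved in the opposite direction with AAV-hLRH1 relative to AAV-GFP, 116 moved in the same direction and 33 did not move at all. Over all 14241 tested genes the share with opposite signs was 54.9%. The 33 genes that did not move show no reversal and count in the denominator of the 51.8%, so these shares are not directly comparable. Among the changed genes that moved, 160 went in the opposite direction against 116, but this count does not decide whether hLRH-1 reversed the changes. Of the 309 genes, 232 were lower in *Lrh1* IEC-KO organoids, and any of them undetected with AAV-GFP could only rise or stay. A rise of such a gene counts as the opposite direction whatever its cause. Spearman's rho between the 2 effects, computed across genes, which are not independent replicates, was -0.103, with a jackknife SD of 0.115 over the 12 samples. Genes that passed the threshold in both comparisons numbered 7. For 6 of them AAV-hLRH1 reversed the effect of loss: *Atp11a*, *Atp4a*, *Ctrb1*, *Dpep1*, *Slc34a2* and *Smcp*, all lower in *Lrh1* IEC-KO organoids and higher with AAV-hLRH1. The remaining gene, *Il1rn*, was higher in both comparisons, although each effect lost the threshold in most fits that left out a sample. For 33 of the 309 genes (10.7%) the log2 difference between AAV-hLRH1 and *Lrh1* fl/fl organoids was at most 50% of that after loss. Genes raised well past the *Lrh1* fl/fl level, such as *Ctrb1*, are not among these 33, and the AAV-GFP samples did not enter this count. Still changed in the same direction in AAV-hLRH1 relative to *Lrh1* fl/fl organoids were 204 genes (66.0%). Both counts use the *Lrh1* fl/fl samples that also selected the genes, which favours agreement in the 204. When each of the 12 samples was left out in turn, the share moving in the opposite direction ranged from 46.9% to 59.0%. Between AAV-GFP-infected *Lrh1* IEC-KO organoids and the *Lrh1* IEC-KO organoids for which no virus is named, no gene passed the threshold, but 99 genes had an unadjusted p under 0.001 where 14.2 are expected by chance, so the groups cannot be taken as equal. The count of 0 became 2 with only these 2 groups in the fit, and 0 to 161 when a sample was left out, the highest without AAV-GFP replicate 1. For the wider conclusion the paper draws on the rescue of crypt cell death and barrier integrity in Fig. 3d-f and h together with the induced genes, and concludes that hLRH-1 substitutes for mLRH-1.

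**Figure D2:**
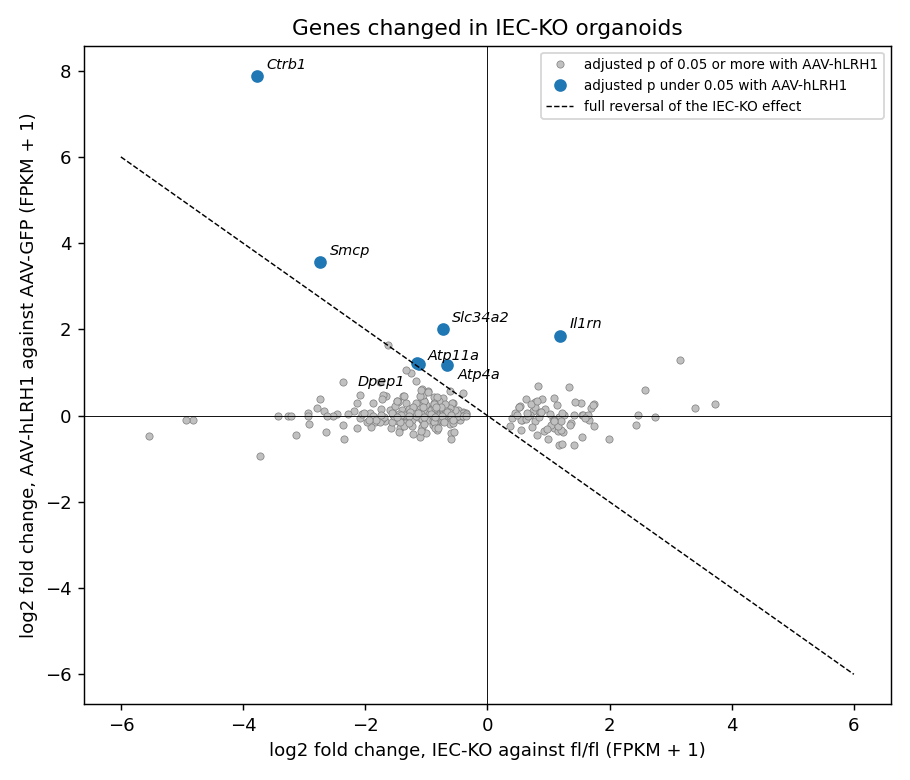
Log2 fold change of FPKM + 1 with AAV-hLRH1 relative to AAV-GFP (vertical) against that in *Lrh1* IEC-KO relative to *Lrh1* fl/fl organoids (horizontal), with a point for each of the 309 genes changed in *Lrh1* IEC-KO organoids. Blue points are the 7 genes that also passed the threshold with AAV-hLRH1, and the dashed line marks full reversal; most grey points lie near 0 on the vertical axis, and *Ctrb1* (-3.77, 7.88) lies above the line.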

To confirm the survival role of LRH-1 in vivo, we used a humanized intestinal mouse model in which mLRH-1 is deleted and hLRH-1 expressed in an inducible Cre-dependent manner (referred to as *hLRH1*^*IEC-Flex*^). Despite the lower protein levels of hLRH-1 as compared to endogenous mLRH-1 in *hLRH1*^*IEC-Flex*^ organoids (Fig. 4a), expressing hLRH-1 reduced cell death by nearly 50% and restored *Ctrb1* levels (Fig. 4b, c). These ex vivo results were confirmed in vivo by the near absence of cleaved Casp3 in intestinal crypts of the ileum (and to a lesser extent in villi) in *hLRH1*^*IEC-Flex*^ mice compared to *Lrh1*^*IEC-KO*^ (Fig. 4d). Taken together, these data reveal that human LRH-1 can promote cell survival in murine intestinal epithelia lacking mLRH-1 and following challenge by TNFα.

**Fig. 4:**
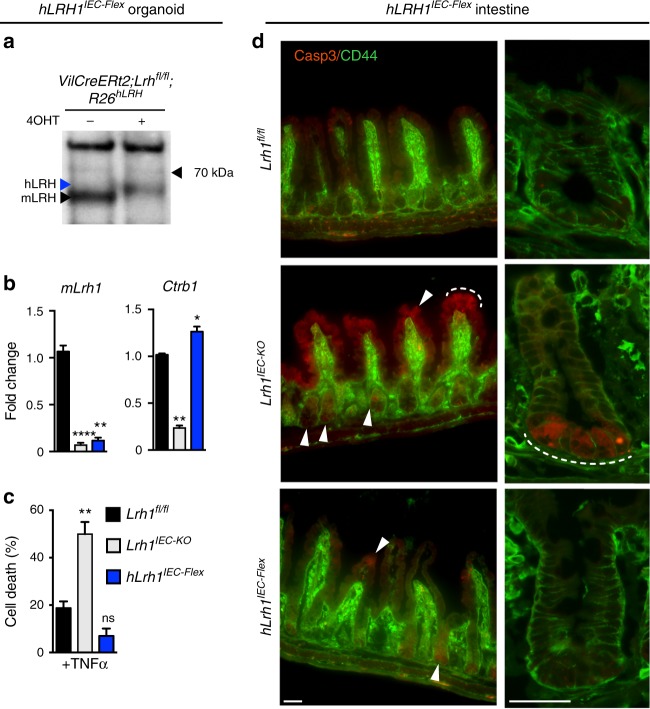
In vivo rescue of *Lrh1*^*IEC-KO*^ mice by hLRH-1 reverses cell death. **a** LRH-1 protein levels in *hLrh1*^*IEC-Flex*^ enteroids detected by anti-LRH-1 antibody with arrowheads indicating migration of human (blue) or mouse (black) LRH-1 before or after addition of 4OHT, which eliminates mLRH-1 and promotes hLRH-1 expression; protein extracts were isolated 72 h later. **b** Relative levels of *mLRH-1* and a downstream LRH-1 target gene, *Ctrb1* in wild-type (*Lrh1*^*fl/fl*^), *Lrh1*^*IEC- KO*^, and *hLrh1*^*IEC-Flex*^ enteroids, with values normalized to wild type set at 1.0. Generation of *hLrh1*^*IEC-Flex*^ is described in Methods. For all panels, data were generated from three independent wells of enteroids (~50 organoids per well) done in triplicate. **c** Percentage of cell death in *hLrh1*^*IEC-Flex*^ enteroids with TNFα (10 ng/ml, 40 h) after eliminating mLRH-1 (gray) and expressing hLRH-1 (blue) by addition of 4OHT for 48 h. Data are also shown for treated *Lrh1*^*fl/fl*^ enteroids (black). All values are normalized to five independent wells of untreated *Lrh1*^*fl/fl*^ enteroids, which is taken to be 0%. **d** Immunofluorescence of wild-type (*Lrh1*^*fl/fl*^), *Lrh1*^*IEC-KO*^, and *hLrh1*^*IEC-Flex*^ ileum from adult male mice treated with two consecutive injections of tamoxifen. Staining for activated Casp3 (red) and CD44 (green), which marks intestinal epithelial crypt cells, is shown at lower (first column) and higher (second column) magnification. The appearance of apoptotic cells is indicated in the crypt region as well as the villus (white arrowheads and dashed white line) in *Lrh1*^*IEC-KO*^ ileum; some signal is also observed after expressing hLRH-1 in *hLrh1*^*IEC-Flex*^. Scale bars = 50 μm. *N* = 2 per genotype. For panels **b** and **c** error bars are SEM with statistical analyses determined by Student’s unpaired *t* test, two tailed with *p* values of *p = < 0.05, **p = < 0.01, and ****p = < 0.0001

### hLRH-1 ameliorates an immune-mediated colitis mouse model

To determine whether increased levels of LRH-1 can improve the course of disease in an immune-mediated model of colitis, *VilCre;Rag2*^*−/−*^*;Rosa26-Flox-Stop-Flox hLRH-1* mice (*Rag2*^−^^*/−*^*hLrh1*^*IEC-TG*^) were generated to conditionally overexpress hLRH-1 in the intestinal epithelium in the presence of endogenous mLRH-1. As expected from our earlier data, mLRH-1 elimination greatly exacerbated T-cell transfer (TcT)-induced colitis in *Rag2*^−^^*/−*^*hLrh1*^*IKO*^ male mice (Fig. 5a). Significantly, this result was markedly different after overexpressing hLRH-1. Disease severity was largely mitigated in *Rag2*^−^^*/−*^*hLrh1*^*IEC-TG*^ mice, as evidenced by the relative preservation of body weight, prolonged disease-free survival, improved colitis histology scores, and reduced disease activity index (DAI). In fact, nearly all disease parameters were better in *Rag2*^*−/−*^*hLrh1*^*IEC-TG*^ animals relative to animals expressing endogenous mLRH-1 (Fig. 5a). Mirroring this improvement in colitis, *Rag2*^*−/−*^*hLrh1*^*IEC-TG*^ animals showed a decreased inflammatory cytokine profile, with lower intestinal expression of TNFα, IL-1β, and IL-6, and a corresponding increase in the anti-inflammatory cytokine IL-10 (Fig. 5b). Collectively, these in vivo data establish the critical role of LRH-1 as an anti-inflammatory agent in the intestinal epithelium.

**Fig. 5:**
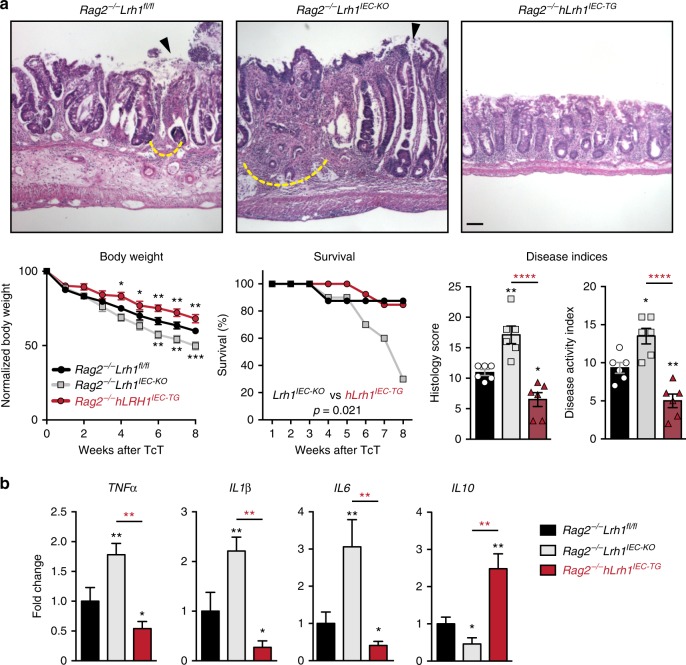
hLRH-1 overexpression decreases disease severity in T-cell transfer colitis. **a** Representative histology from T-cell transfer colitis model for *Rag2*^*−/−*^*Lrh1*^*fl/fl*^, *Rag2*^*−/−*^*Lrh1*^*IEC-KO*^, and the LRH-1 overexpressing mouse line *Rag2*^*−/−*^*Lrh1*^*IEC-TG*^. Areas of mucosal erosion indicated with black arrowhead, crypt destruction indicated with dashed yellow line. Animal weight loss, survival during disease course, histology scores, and disease activity index are plotted below. Animal weight loss was normalized to nondiseased control at each time point. Scale bar = 100 μm. **b** Relative RNA levels of inflammatory and regulatory cytokines from colonic tissue of inflamed colon. Black and red asterisk symbols indicate comparison with *Rag2*^*−/−*^*Lrh1*^*fl/f*^ and *Rag2*^*−/−*^*Lrh1*^*IEC-TG*^ groups, respectively. Survival curves were determined by Kaplan−Meier survival analysis and Log-rank test; error bars are SEM. Statistical analyses for normalized body weights determined by two-way ANOVA and for histology and disease activity index determined by one-way ANOVA with *p* values of *p = < 0.05, **p = < 0.01, and ****p = < 0.0001. For weight analysis, *n* = *Rag2*^−^^*/−*^*Lrh1*^*fl/fl*^ no TcT (*n* = 4), *Rag2*^*−/−*^*Lrh1*^*IEC-KO*^ (*n* = 6), *Rag2*^−^^*/−*^*Lrh1*^*IEC-TG*^ (*n* = 6). For survival analysis, *n* = *Rag2*^−^^*/−*^*Lrh1*^*fl/fl*^ (*n* = 8), *Rag2*^*−/−*^*Lrh1*^*IEC-KO*^ (*n* = 10), *Rag2*^*−/−*^*Lrh1*^*IEC-TG*^ (*n* = 13). For DAI, histology score and qPCR analysis, *n* = 6 for each group

### LRH-1 protects human intestinal organoids from TNFα injury

To determine whether the anti-inflammatory and prosurvival activity of LRH-1 translates to the human intestinal epithelium, human small intestinal organoids were derived from endoscopic biopsy samples of ileum from both Crohn disease patients and healthy individuals (Fig. 6a). Unlike murine small intestinal organoid cultures, human-derived organoids are maintained in a partially differentiated state, consisting of intestinal stem cells and partially differentiated Paneth cells, and undergo differentiation following WNT withdrawal^4^. Human *Lrh1* is expressed at similar levels in both differentiated and undifferentiated human organoids (Supplementary Figure 5), and remains broadly distributed throughout the epithelium following differentiation, as confirmed by staining for secretory goblet (MUC2) and Paneth (LYZ) cells (Fig. 6b). This pattern closely matches the broad distribution of murine *Lrh1* (Fig. 1a).

**Fig. 6:**
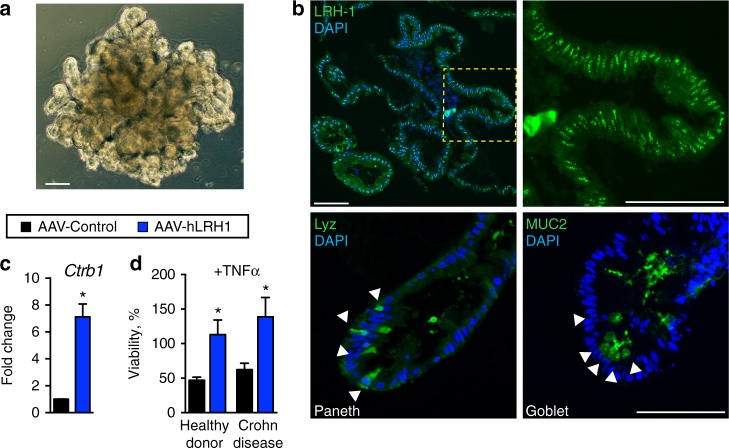
Increasing hLRH-1 in human intestinal organoids protects against TNFα. **a** Brightfield view of human small intestinal organoid. Scale bar = 100 μm. **b** Immunofluorescence for LRH-1 (green, top panels) in human intestinal organoid sections shows expression throughout the organoid with strongest expression occurring in the crypt domain (yellow dashed box and zoomed image, right). Differentiation markers for Paneth (Lyz, left) and goblet (Muc2, right) cells are shown below. Scale bar = 100 μm. **c** Expression of LRH-1 target gene *Ctrb1* in human intestinal organoids is upregulated 72 h after infection with AAV-hLRH1 (blue) but not with control AAV (black). **d** Overexpression of hLRH-1 by AAV confers resistance to TNFα-mediated cell death. Human organoids from healthy donor and a Crohn disease patient were infected with AAV-hLRH (blue) or AAV-Control (black) (3.3×10^10^ genome copies) for 72 h under differentiation conditions and then exposed to TNFα (20 ng/ml, 40 h). Data represent an *N* of at least three replicates with ~50 organoids per well. For panels **c** and **d** error bars are SEM with statistical analyses determined by Student’s unpaired *t* test, two tailed with *p* values of *p = < 0.05

Increasing hLRH-1 dosage by AAV-mediated infection caused an upregulation of the LRH-1 target *Ctrb1* (Fig. 6c). Importantly, in human organoids from both healthy individuals and Crohn disease patients, overexpression of hLRH-1 abrogated TNFα-induced cell death (Fig. 6d). Taking all the data in this study together, we conclude that LRH-1 plays an essential role in intestinal homeostasis and in ameliorating inflammation-induced injury in human intestinal epithelia.

## Discussion

In this study, using multiple independent mouse and human ex vivo and in vivo intestinal models, we establish that the nuclear receptor LRH-1 (*Nr5a2*) has a crucial role in maintaining the intestinal epithelium. Acutely knocking out mLRH-1 resulted in decreased Notch signaling and increased cell death in the intestinal crypt. Importantly, humanization of the mouse intestinal epithelium by expression of hLRH-1 corrected these deficits. Moreover, overexpression of hLRH-1 in both mouse and human intestinal organoids imparted epithelial resistance to both TNFα, a major inflammatory cytokine in IBD, and 5-FU, a chemotherapeutic with intestinal toxicity. In the intact animal, expression of hLRH-1 ameliorated immune-mediated colitis. Using a viral-mediated approach newly applied to intestinal organoids, we showed that efficient rescue by hLRH-1 is ligand dependent. These findings are important because they provide a compelling argument that drug targeting of LRH-1 could enhance resistance to inflammation and restore intestinal epithelial health in intestinal diseases such as IBD.

Our study extends prior studies, reporting impaired cell renewal and enhanced chemical-induced colitis in heterozygous and conditional knockout mice, by demonstrating both a fundamental role for LRH-1 in the maintenance of epithelial viability and cell types, and the therapeutic potential of LRH-1 in intestinal disease. Further, we reveal that acute loss of mLRH-1 disrupts Notch expression, triggers increased apoptosis in the crypt and results in a breach in the epithelial barrier. Our data are consistent with the findings by Samuelson and colleagues that attenuating Notch signaling by genetic or pharmacological methods resulted in significant ISC apoptosis, crypt disruption, and expansion of secretory lineages. Interestingly, loss of LRH-1 not only recapitulates these findings, but also appears to compromise cells outside of the crypt base. We hypothesize that intestinal crypt apoptosis hinders renewal of the intestinal lining and exacerbates the immune inflammatory response^3^. In support of this idea, we demonstrate that loss of intestinal LRH-1 expression is associated with diminished animal survival and increased intestinal inflammation in the T-cell transfer model of colitis. Importantly, increased hLRH-1 has a clear beneficial impact on disease activity and colitis scores, consistent with our organoid models.

The ability to acutely knock out mLRH-1 and replenish with hLRH-1 in intestinal organoids has provided new insights into the identity and function of species-specific LRH-1 targets in the small intestine. 

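Among the genes that differed between *Lrh1* IEC-KO and *Lrh1* fl/fl organoids in the RNA-Seq data, cell death genes were examined with the same set of 42 apoptosis and survival genes. None of the 26 tested pro-apoptotic genes passed the threshold, with 14 lower and 12 higher in *Lrh1* IEC-KO organoids and a mean log2 fold change of -0.0397. The largest changes among them were in *Mlkl* (1.11, adjusted p = 0.13), which encodes an effector of necroptosis, and *Casp6* (-0.821, adjusted p = 0.23). The 15 pro-survival genes had a mean log2 fold change of -0.00675, and *Il1rn* alone passed the threshold, at 1.19, but not in 5 of the 6 fits that left out a sample. The spectrum of the 309 changed genes as a whole was broader than this set. The only other set tested was the EEC genes (mean log2 fold change -1.07), so these values do not rank the affected pathways. The paper bases its ranking of cell survival on the speed of the crypt cell death and on the range of genes whose expression differed.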

Based on the rapid crypt cell death and spectrum of differentially expressed genes, cell survival is the most prominent pathway affected following acute loss of mLRH-1. Interestingly, despite the known species difference in ligand binding^15^, hLRH-1 not only functionally complements mLRH-1 but also upregulates anti-inflammatory genes. hLRH-1 enhances *Il1rn* and *Tnfrsf23*, which act as decoy receptors for circulating proinflammatory cytokines. 

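*Il1rn* was measured at 5.03 ± 0.248 (SD, n = 3) FPKM in *Lrh1* fl/fl, 13.5 ± 5.66 (SD, n = 3) in *Lrh1* IEC-KO, 10.5 ± 3.15 (SD, n = 3) in AAV-GFP-infected and 40 ± 5.94 (SD, n = 3) in AAV-hLRH1-infected organoids. Its log2 fold change was 1.86 with AAV-hLRH1 relative to AAV-GFP (standard error 0.263, adjusted p = 0.012) and 1.19 in *Lrh1* IEC-KO relative to *Lrh1* fl/fl organoids (standard error 0.263, adjusted p = 0.043). When a sample was left out, the latter ranged from 0.905 to 1.47 and was not past the threshold in 5 of 6 fits, with an adjusted p of up to 0.17. *Tnfrsf23* was at 3.81 ± 0.681 (SD, n = 3), 2.71 ± 0.923 (SD, n = 3), 1.52 ± 0.551 (SD, n = 3) and 6.3 ± 1.27 (SD, n = 3) in the same order. With AAV-hLRH1 it rose by 1.54 on the log2 scale (standard error 0.235, adjusted p = 0.02). The difference between *Lrh1* IEC-KO and *Lrh1* fl/fl organoids, -0.398, lay within the spread of the samples (adjusted p = 0.59). For both genes all 3 AAV-hLRH1 samples exceeded the other 9 samples. Leaving out a sample moved the effect of AAV-hLRH1 on *Il1rn* the most: it ranged from 1.69 to 2.07 and was not past the threshold in 4 of 6 fits, with an adjusted p of up to 0.089. *Tnfrsf23* was not past it in 4 of 6 such fits either (adjusted p of up to 0.12). It moved the most with a pseudocount of 0.1, to 2.02 (adjusted p = 0.032), and its adjusted p was 0.12 with only the 6 samples of these 2 groups in the fit and 0.078 with a replicate block. Of the 31 genes raised by AAV-hLRH1, 29 had a higher mean than in *Lrh1* fl/fl organoids, 25 of them with an adjusted p under 0.05. The same AAV-hLRH1 samples selected the 31 genes, which favours higher values there, and no reference count was computed. The paper reads the rise in these decoy receptors as an anti-inflammatory activity of hLRH-1 that comes on top of its replacement of mLRH-1.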

*Rdh9* (retinol dehydrogenase) was also upregulated threefold by hLRH-1; interestingly, this gene is also increased in the intestine of conventional as opposed to germ-free mice^28^. 

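In mouse organoids *Ctrb1* was at 35.7 ± 5.14 (SD, n = 3) FPKM in *Lrh1* fl/fl, 1.7 ± 0.366 (SD, n = 3) in *Lrh1* IEC-KO, 2.84 ± 2.94 (SD, n = 3) in AAV-GFP-infected and 768.2 ± 177.1 (SD, n = 3) in AAV-hLRH1-infected organoids. The mean fell by 95.2% with loss of mLRH-1 and was 270 times higher with AAV-hLRH1 than with AAV-GFP. *Smcp* was at 7.34 ± 0.937 (SD, n = 3), 0.266 ± 0.249 (SD, n = 3), 0.551 ± 0.176 (SD, n = 3) and 17.4 ± 2.81 (SD, n = 3) in the same groups, a fall of 96.4% and then a mean 31.6 times higher. Both genes passed the threshold in each comparison: *Ctrb1* with log2 fold changes of -3.77 (adjusted p = 2.7e-04) and 7.88 (adjusted p = 7.0e-06), *Smcp* with -2.73 (adjusted p = 1.5e-05) and 3.56 (adjusted p = 9.2e-06). In neither gene did any 2 of the compared groups overlap (exact permutation p = 0.1). The low values rest on few fragments, 13 for *Ctrb1* and 2 for *Smcp* in the 3 *Lrh1* IEC-KO samples together and 14 and 3 in the AAV-GFP samples, so the ratios are less precise than the differences. With AAV-hLRH1 6831 fragments of *Ctrb1* and 154 of *Smcp* are implied. A pseudocount of 0.1 in place of 1 changed *Smcp* the most, to -4.68 with loss of mLRH-1 and 4.78 with AAV-hLRH1, and *Ctrb1* to -4.33 and 8.47. For the human organoids, RNA-Seq values are not in the files analysed here. The paper proposes both genes as apparently very sensitive markers of LRH-1 activity, and describes strong activation by hLRH-1 in mouse and human organoids.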

*Ctrb1*, encoding chymotrypsin, and *Smcp* appear to be two highly sensitive markers of LRH-1 activity that are robustly activated by hLRH-1 in both mice and human intestinal organoids. It is known that LRH-1 binds the proximal promoter of *Ctrb1*^29^, raising the possibility that fecal chymotrypsin may serve as a biomarker to assess and follow pharmacological manipulation of hLRH-1 activity in vivo. 

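The files list *Ctrb1* on chromosome 8 from 111686510 to 111691010, and the GENCODE annotation of GRCm38 places this protein-coding gene on the minus strand, with 1 transcript of 7 exons. The promoter is therefore on the side of the higher coordinate, 111691010. None of the 829 words of 50 bases in its transcript occurs in a transcript of another gene, so a read of this length from *Ctrb1* matches no other annotated transcript. The genome sequence of the promoter is not among the reference files.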

Finally, ex vivo and in vivo mouse models of enteritis, in which mLRH-1 is replaced with the human form that binds signaling phospholipids more efficiently^15,26,30^, will provide a valuable platform to test and probe the utility of any synthetic ligands.

Our data suggest that LRH-1 may play a previously unappreciated role in epithelial cell differentiation in the intestine, in addition to ISC maintenance. Indeed, a similar role for LRH-1 has been reported in the pancreas^29,31^ and recently in neural stem cells^32^. Interestingly, although we observe an increase in secretory Paneth and goblet cells, consistent with reduction of Notch signaling, loss of LRH-1 also leads to a significant drop in markers defining nearly all subclasses of EECs^33^. 

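The fall in EEC genes in the RNA-Seq of *Lrh1* IEC-KO relative to *Lrh1* fl/fl organoids was resolved by the hormone or marker of each subclass. *Gip*, the hormone gene of K cells, on chromosome 11 from 96024545 to 96030828 (GRCm38), fell the most, from an FPKM of 121 ± 21.6 (SD, n = 3) to 2.94 ± 4.32 (SD, n = 3), a log2 fold change of -5.54 (standard error 0.675, adjusted p = 8.7e-04). I cells were represented by *Cck* at -3.72 (standard error 0.478, adjusted p = 0.0013) and L cells by *Gcg* at -2.91 (standard error 0.295, adjusted p = 2.3e-04). The remaining L cell genes of the set, *Pyy* and *Insl5*, had an FPKM of 0 in all groups. *Sst* of D cells fell by 2.64 (adjusted p = 3.3e-04), whereas *Hhex*, the other D cell gene, was at 0.319 (adjusted p = 0.63). *Nts* of N cells, on chromosome 10 from 102481756 to 102490418, fell from 1.01 ± 0.298 (SD, n = 3) to 0.116 ± 0.2 (SD, n = 3), a log2 fold change of -0.85 (standard error 0.173, adjusted p = 0.028).

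Other subclasses were not separable from no change at this depth and replication. *Ghrl* of X cells was at 14.8 ± 7.26 (SD, n = 3) in *Lrh1* fl/fl and 4.64 ± 4.07 (SD, n = 3) in *Lrh1* IEC-KO organoids, a log2 fold change of -1.87 (standard error 0.685, adjusted p = 0.3), with overlapping samples (exact permutation p = 0.2). *Sct* of S cells was at 2.48 ± 0.966 (SD, n = 3) and 2.72 ± 2.45 (SD, n = 3), a log2 fold change of -0.203 (standard error 0.66, adjusted p = 0.94). Of the 4 enterochromaffin genes, *Tac1* passed the threshold at -1.83, while *Tph1*, which encodes the enzyme for serotonin synthesis, was at -0.123 (standard error 0.376, adjusted p = 0.94). *Ddc* and *Slc18a1* were at -0.00322 and -0.101. The EEC progenitor gene *Neurog3* was at -0.366 (standard error 0.265, adjusted p = 0.68). Among the 17 tested genes shared by EEC subclasses, 15 were lower and 6 of these passed the threshold: *Scin* at -2.73, *Chga* at -1.92, *Neurod1* at -1.72, *Chgb* at -1.59, *Scg2* at -1.1 and *Scg3* at -0.713. In the most abundant of them, *Chgb*, the FPKM fell from 321 ± 30.6 (SD, n = 3) to 106 ± 20 (SD, n = 3).

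With a pseudocount of 0.1, *Nts* no longer passed the threshold (-2.71, adjusted p = 0.12), while *Gip* went to -6.99 (adjusted p = 0.012). When a sample was left out, *Nts* was not past the threshold in 4 of 6 fits, with an adjusted p of up to 0.14. None of the 30 tested EEC genes passed the threshold with AAV-hLRH1 relative to AAV-GFP, with 11 higher and 19 lower. The set's mean log2 fold change was -0.126 (adjusted p = 0.21), and *Chgb* was at 79.7 ± 10.5 (SD, n = 3) with AAV-hLRH1 against 71.8 ± 2.35 (SD, n = 3) with AAV-GFP. The paper reasons from the drop across subclasses that LRH-1 acts on EEC differentiation separately from its effect on Notch signaling.

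**Figure D3:**
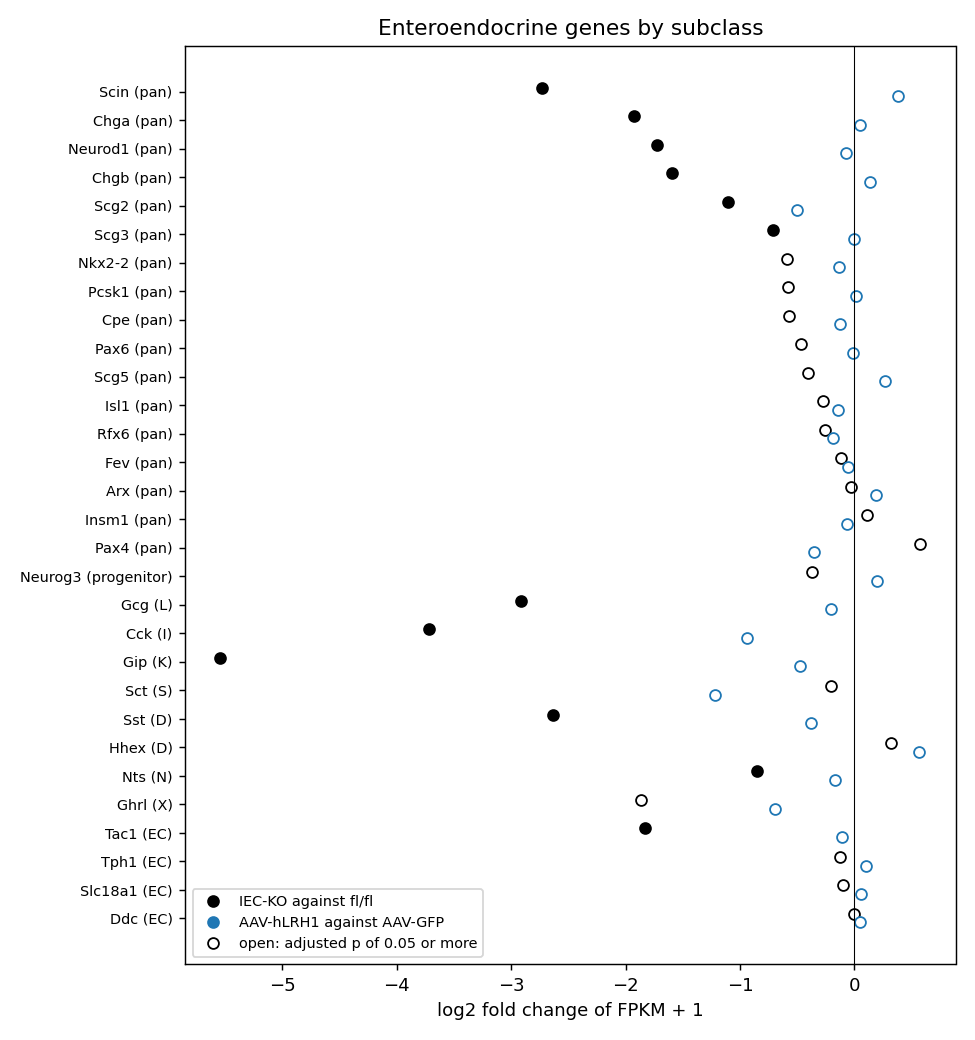
Log2 fold change of FPKM + 1 for the 30 tested EEC genes, grouped by subclass, in *Lrh1* IEC-KO relative to *Lrh1* fl/fl organoids (black) and with AAV-hLRH1 relative to AAV-GFP (blue). Filled points have an adjusted p under 0.05: 12 black points, all to the left of 0 and down to -5.54 for *Gip*, and no blue point.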

These data infer separate but positive roles for LRH-1 in Notch intestinal crypt signaling and EEC differentiation. Intriguingly, the latter effect may be regional, with the greatest loss of EEC cells following deletion of LRH-1 in the ileum and proximal colon (J.B. and H.I., unpublished data); both of which exhibit high LRH-1 expression^6^. An understanding of how and where LRH-1 promotes lineage commitment in the gastrointestinal tract remains to be determined.

An important unanswered question is whether increased LRH-1 expression drives unchecked proliferation and promotes dysplasia in the intestinal epithelium, as suggested previously. Indeed, an earlier study showed that LRH-1 haploinsufficiency reduced tumor burden in the APC^MIN^ model, possibly through interactions with the Wnt pathway at the *Cyclin D1* and *Cyclin E1* promoters^8^, but this same study noted decreased *Lrh1* in intestinal tumors. 

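*Cyclin D1*, listed as *Ccnd1* on chromosome 7 from 144929931 to 144939925 (GRCm38), had an FPKM of 58 ± 4.89 (SD, n = 3) in *Lrh1* fl/fl, 57.2 ± 7.75 (SD, n = 3) in *Lrh1* IEC-KO, 55.1 ± 4.27 (SD, n = 3) in AAV-GFP-infected and 61 ± 4.31 (SD, n = 3) in AAV-hLRH1-infected organoids. Its log2 fold change was -0.0244 after loss of mLRH-1 (standard error 0.116, adjusted p = 0.97) and 0.144 with AAV-hLRH1 relative to AAV-GFP (standard error 0.116, adjusted p = 0.65). *Cyclin E1*, listed as *Ccne1* on chromosome 7 from 38097984 to 38107490, was at 3.12 ± 1.23 (SD, n = 3), 4.05 ± 0.207 (SD, n = 3), 4.36 ± 0.785 (SD, n = 3) and 3.38 ± 0.832 (SD, n = 3) in the same order. Here the log2 fold changes were 0.34 (standard error 0.237, adjusted p = 0.66) and -0.299 (standard error 0.237, adjusted p = 0.65). In each of these comparisons the samples of the 2 groups overlapped, with exact permutation p values from 0.2 to 0.9. Depth limits *Ccne1* more than *Ccnd1*, whose expression is over 10 times higher, and a change the size of the standard error would not be detectable in either. The largest shift under an alternative was in *Ccne1*, which leaving out each sample in turn moved between 0.0899 and 0.541 after loss of mLRH-1. The paper cites this lack of change when it weighs whether higher LRH-1 expression drives proliferation.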

While our studies with the nonreplicating AAV vector preclude us from exploring the question of cell proliferation in infected intestinal organoids, we note that neither *Cyclin D1* nor *Cyclin E1* were changed after loss of mLRH-1 or expression of hLRH-1 (Supplementary Figure 4).

The findings presented here leverage a new use for AAV-directed gene expression to rapidly manipulate small intestinal organoids. Positive features of AAV infection, versus classical lentiviral transduction, are the high infectivity, rapid onset of gene expression, and the ability to infect large organoid fragments. On the other hand, the nonreplicating nature of AAV restricts expression to the typical ~7 days turnover for mouse intestinal organoids. Nonetheless, this system allows a rapid structure−function analysis by simultaneously knocking out and adding back variants, which we put to effective use in this study to show the ligand-dependency of hLRH-1 effects. As unique molecular signatures of intestinal epithelial subtypes continue to emerge^33,34^, engineering cell-specific promoters into the AAV-system should allow a more granular functional assessment of individual intestinal epithelial cell types.

In summary, our study of human intestinal organoids, humanized murine intestinal organoids, and a humanized murine IBD model show that LRH-1 promotes normal intestinal epithelial homeostasis and can be leveraged protectively against intestinal inflammation.

## Methods

### Study approval

Animal studies were conducted in accordance with IACUC guidelines in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All animal studies and procedures were approved by the Baylor College of Medicine (AN-1550) and UCSF (AN173604-01A) Institutional Animal Care and Use Committee. All human studies were reviewed and approved by the UCSF Institutional Review Board (IRB 15-17763) and utilized tissue from deidentified donors who had given written informed consent to the study.

### Animal experiments

Animals were housed and bred in SPF facility. Inducible IEC knockout line was created by crossing animals harboring CreERT2 under control of the *villin* promoter with *Lrh1*^*fl/fl*^ animals and bred to homozygosity. *Lrh1*^*IEC-Flex*^ line was generated with Lox-STOP-Lox-hLRH1 animals, gift of DeMayo (Baylor College of Medicine) crossed into our *Lrh1*^*IEC-KO*^ line. For animal knockout and activation studies, tamoxifen was dissolved in sunflower oil and delivered by two intraperitoneal injections 48 h apart (1 mg per day). Mice were sacrificed and tissue collected 5 days following the last tamoxifen dose. For the T-cell transfer model, *Lrh1*^*fl/f*^*;VilCre* animals were bred with *Rag2*^−^^*/−*^ (Jackson Laboratory) to homozygosity to generate *Rag2*^*−/−*^ *Lrh1*^*IEC-KO*^ animals. Likewise, *Rosa26-Flox-Stop-Flox hLRH-1;VilCre* animals were crossed with *Rag2*^*−/−*^ animals to generate *Rag2*^−^^*/−*^ *hLRH1*^*IEC-TG*^ animals. Chronic enterocolitis was induced by T-cell transfer of 0.5 million naive T cells per mouse, as described^35^. Briefly, wild-type splenic CD4^+^CD45RB^high^ cells were isolated by MACS separation and flow cytometry cell sorting (Supplementary Figure 6), and then transferred by intraperitoneal injection to *Rag2*^*−/−*^ mice.

Clinical DAI and colon colitis scores: To assess the clinical DAI body weight loss, diarrhea, guaiac-positive hematochezia, and appearance were monitored daily during the experiment. The DAI was determined according to a published scoring system^36^ (Supplementary Table 1). For colon histological analysis, the colon was divided into three segments (proximal third, middle third, and distal third). Each segment was embedded in paraffin, sectioned at 5 μm, and stained with hematoxylin and eosin. Histological analysis was performed in the Cellular and Molecular Morphology Core of the Digestive Disease Center at Baylor College of Medicine. The sections were blindly scored using a standard histologic colitis score^37^. Three independent parameters were measured: severity of inflammation (0–3: none, slight, moderate, severe), depth of injury (0–3: none, mucosal, mucosal and submucosal, transmural), and crypt damage (0–4: none, basal one-third damaged, basal two-thirds damaged, only surface epithelium intact, entire crypt and epithelium lost). The score of each parameter was multiplied by a factor reflecting the percentage of tissue involvement (×1, 0–25%; ×2, 26–50%; ×3, 51–75%; ×4, 76–100%) averaged per colon.

### Crypt culture

Intestinal crypt cultures were derived from *Lrh1*^*fl/fl*^, *VilCreERT2;Lrh1*^*fl/fl*^, and *VilCreERT2;Lrh1*^*fl/fl*^*;Rosa*^*hLRH1*^ 6-week-old male mice. Briefly, the small intestine was isolated and flushed with ice-cold phosphate-buffered saline (PBS) and opened longitudinally. Villi were mechanically removed and the intestine cut into 1–2 mm pieces. Intestinal fragments were then incubated in an EDTA containing solution at 4 °C for 30 min. The intestinal fragment suspension was fractionated and crypt-containing fractions passed through a 70-μm cell strainer for plating in Matrigel. Crypt-Matrigel suspension was allowed to polymerize at 37 °C for 10 min. Intestinal organoids were grown in base culture media (Advanced DMEM/F12 media, HEPES, GlutaMax, penicillin, and streptomycin) supplemented with growth factors (EGF, Noggin, R-spondin; Peprotech), B27 (Life Technologies), N2 (Life Technologies), and *N*-acetyl cysteine (NAC; Sigma). To activate genetic recombination, (Z)-4-hydroxytamoxifen (4OHT; Sigma) was added at 300 nM for 48 h.

### Human intestinal organoid culture

Endoscopic biopsy samples obtained from the terminal ileum were processed under a dissecting microscope to liberate intestinal crypts using EDTA chelation and mechanical disruption. Crypts were screened through a 100 μm filter, centrifuged, and suspended in ice-cold Matrigel. The suspension was plated on prewarmed cell culture plates. Following polymerization of Matrigel, propagation media (50% LWRN conditioned media from ATCC CRL-3276, supplemented with human EGF (Peprotech), A-83-01 (Tocris), SB202190 (Sigma), Gastrin (Sigma), Nicotinamide (Sigma), B27 (Life Technologies), N2 (Life Technologies), GlutaMax (Life Technologies), and HEPES (Sigma) in F12 Advanced DMEM (Life Technologies)) was added. For the first 48 h of culture, CHIR99021 (Stemgent) and thiazovin (Stemgent) were added to support stem cell growth. To induce differentiation, media was replaced with differentiation media (consisting of base culture media supplemented with 10% R-Spondin conditioned media, human EGF (Peprotech), human Noggin (Peprotech), A-83-01, Gastrin, NAC, B27, and N2).

### Expression analysis

Immunofluorescence (IF) and RNA in situ hybridization were performed on 5 μm cryosections using standard procedures. DIG-labeled (Roche) riboprobes were generated from pCRII-TOPO plasmid (ThermoFisher Sci) with mLRH-1 cDNA corresponding to bases 595–1683. Antibodies against hLRH-1 (1:200, Sigma HPA005455), FLAG (1:300, Sigma F7425), cleaved Caspase-3 (1:1000 (WB) and 1:400 (IF), Cell Signaling 5A1E), CD-44 (1:500, Tonbo 70-0441), lysozyme (1:200, DAKO EC 3.2.1.17) and MUC-2 (1:300, Santa Cruz Biotechnology sc-15334) were used with Alexa Fluor-conjugated secondary antibodies 1:300 (Millipore, Invitrogen). For Goblet staining, Rhodamine-labeled Dolichos Biflorus Agglutinin (Vector Labs) was used at 1:200 dilution.

### RNA isolation and PCR

Intestinal organoids were washed in ice-cold PBS and suspended in Trizol solution (Ambion). RNA was isolated with Direct-zol spin columns (Zymo Research). DNAse-treated total RNA was used to generate cDNA using Superscript II (Invitrogen). Sybr green-based qPCR (Quanta) was performed on an Applied Biosystems Model 7900HT with primers as per Supplementary Table 2. The ΔΔCt method was used for calculation of gene expression using *Gapdh* as reference. For RNA-Seq studies, RNA was isolated on Day 4 following AAV infection. Ovation RNA-Seq System V2 (NuGEN) was used to generate the cDNA library for sequencing on an Illumina HiSeq 4000. Data were analyzed using the GALAXY program suite^38^. Pathway analysis and annotations were performed with Ingenuity IPA (Qiagen) and Genecodis^39^, respectively. For colitis experiments, total RNA was isolated from snap-frozen colon tissues using Trizol Reagent (Invitrogen) and cDNA prepared with qScriptTM cDNA Synthesis Kit (Quanta Biosciences). Colonic gene expression was determined by qPCR using SYBR Green master (Kapa Biosystems Inc.). mRNA levels were normalized by the 36B4 gene expression. Prevalidated primers for qPCR were purchased from Qiagen (https://www.qiagen.com/geneglobe/default.aspx).

### Viability and proliferation assays

Murine intestinal organoids were plated in 10 μl Matrigel drops onto a prewarmed 96-well cell culture plate and following polymerization 100 μl prewarmed organoid growth media was added. Following Cre activation with 300 nM 4OH-tamoxifen, cultures were incubated with mTNFα for 40 h. Viability was assessed by a modified 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) reduction assay as described^18^. Briefly, intestinal organoids were incubated with 500 μg/ml MTT for 2 h at 37 °C. Media was aspirated and Matrigel dissolved in 2% SDS for 2 h at 37 °C with shaking. MTT was then solubilized in DMSO and absorbance measured at OD_562_. To normalize for crypt seeding and background drop-out, data were normalized by resazurin where indicated in the text. Here, intestinal organoids were incubated with resazurin (10 μg/ml) for 6 h prior to administration of mTNFα. Media was removed and fluorescence measured (excitation 530 nm, emission 590 nm) and used to normalize MTT values^20^. Experiments were repeated a minimum of three times with five replicates per experiment. For human intestinal organoids, plates were set as above and organoids grown initially in propagation media for 24 h to establish organoids and then switched to differentiation media for the remainder of the experiment. Human TNFα was added after 72 h. Viability was determined by MTT 40 h after TNFα administration.

For proliferation studies, intestinal organoid cultures were incubated with EdU (10 μM) for 2 h and then fixed in 4% paraformaldehyde. Click-It chemistry was performed as per the manufacturer’s recommendations on 5 μm cryosections (Life Technologies). For 5-FU experiment, organoids were incubated with 5-FU (5 μg/ml in DMSO; Millipore) for 24 h and viability determined as above.

### Immunoblotting

Protein was isolated from intestinal organoids grown in 24-well culture plates in RIPA buffer containing protease inhibitors (Roche). Samples were processed in a Biorupter prior to gel loading. Antibodies include LRH-1 (R&D Systems PP-H2325-00), β-Actin (Ambion AM4302), FLAG (Sigma F1804), cleaved Caspase-3 (Cell Signaling 5A1E), and cleaved Notch1 (Cell Signaling D3B8). Full blots are shown in Supplementary Materials (Supplementary Figure 7).

### Dextran exclusion assay

Intestinal organoids were exposed to mTNFα for 24 h and then incubated in 1 mg/ml Texas Red labeled dextran (average weight 10 kDa; Life Technologies) for 30 min. Following incubation, excess dye was removed by serial washes with PBS and the plate imaged immediately. Wells were scored for fraction of dye-retaining intestinal organoids. 30–50 intestinal organoids were seeded per well. Eight wells per experiment were scored for each condition. Opened intestinal organoids were excluded from analysis. Results were validated by a blinded, independent observer.

### AAV-directed gene expression

AAV viral particles expressing hLRH1 or GFP under direction of the thyroxine-binding globulin promoter were obtained from the University of Pennsylvania Viral Core. Intestinal organoids were isolated in cold PBS, pelleted at 1000 × *g*, and resuspended in ice-cold Matrigel. The mixture was added to chilled Eppendorf tubes containing virus on wet ice and then aliquoted immediately onto prewarmed cell culture plates. After Matrigel was set, organoid growth media was added.

### Imaging

Live cell and intestinal organoid immunofluorescence imaging was performed on an Olympus IX51 microscope equipped with a DP71 imager. Mouse intestinal imaging was obtained on a Nikon Eclipse Ti equipped with a DS-Qi2 imager or an Olympus BX40 microscope with Magnafire imager.

## Electronic supplementary material

Supplementary Information

## Data Availability

Deep sequencing data are archived under GEO accession number GSE116563. Reagents including mouse and organoid lines will be made available by request.

# Supplementary material for: LRH-1 mitigates intestinal inflammatory disease by maintaining epithelial homeostasis and cell survival
**Source:** Nat Commun. 2018 Oct 10;9:4055. doi: 10.1038/s41467-018-06137-w
**Supplement:** Supplementary file 1 — Supplementary Information

**
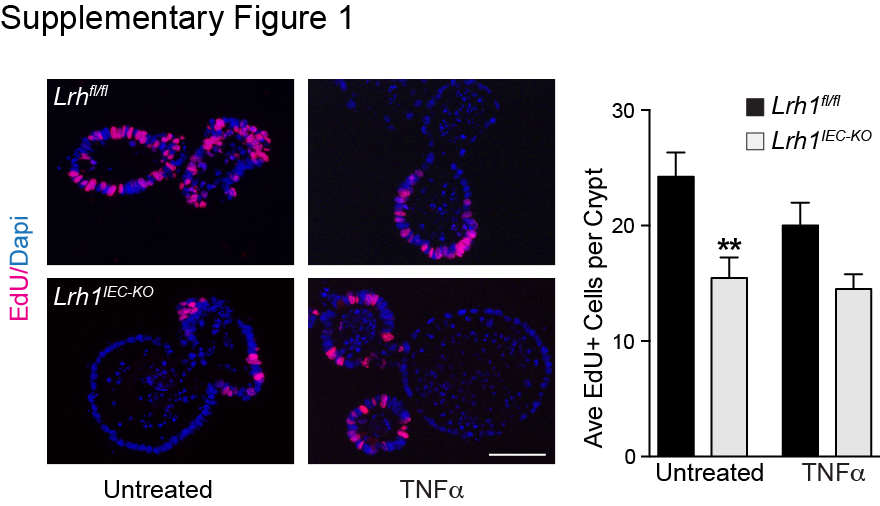
**

**Supplementary Figure 1. Loss of LRH-1 reduces overall cell proliferation in enteroids.** Proliferating cells are marked by Edu incorporation (pink nuclei). Treatment with 10 ng/ml of TNFα does not significantly depress proliferation further (middle panel). Data are quantitated at right by counting number of EdU^+^ nuclei per crypt over 20 consecutive crypts. Scale bar = 50 μm. Error bars are SEM with statistical analyses determined by Student unpaired t-test, 2-tailed with p values ** p = < 0.001.

**
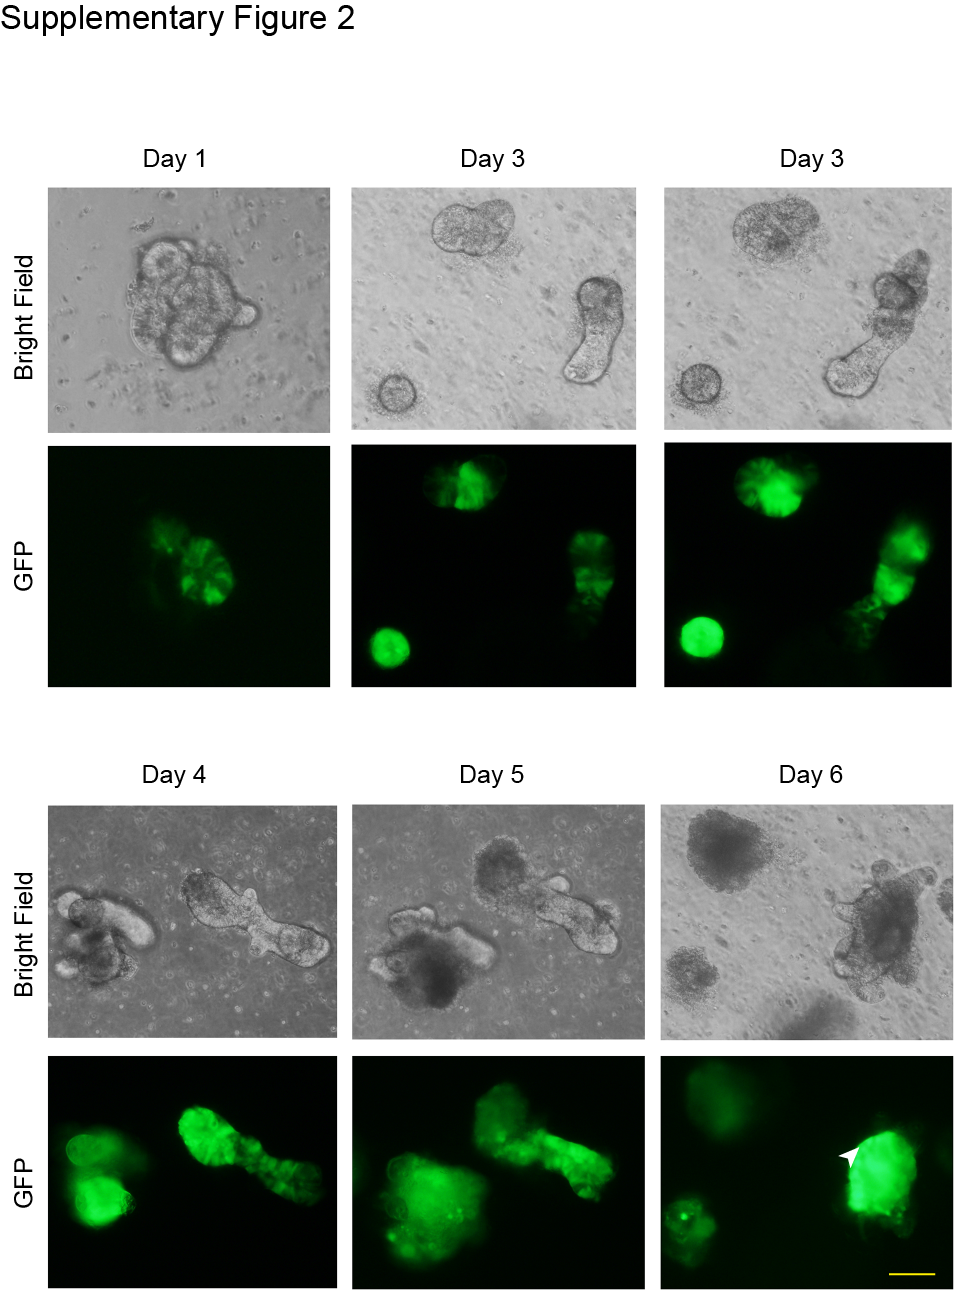
**

**Supplementary Figure 2. Time course of AAV-directed GFP expression.** GFP is detected on Day 1 post-infection. The signal reached maximal expression by Days 4-5. By Day 6 the infected cells are mainly shed in the enteroid lumen as part of normal cell turn-over. Scale bar = 100 μm.

**
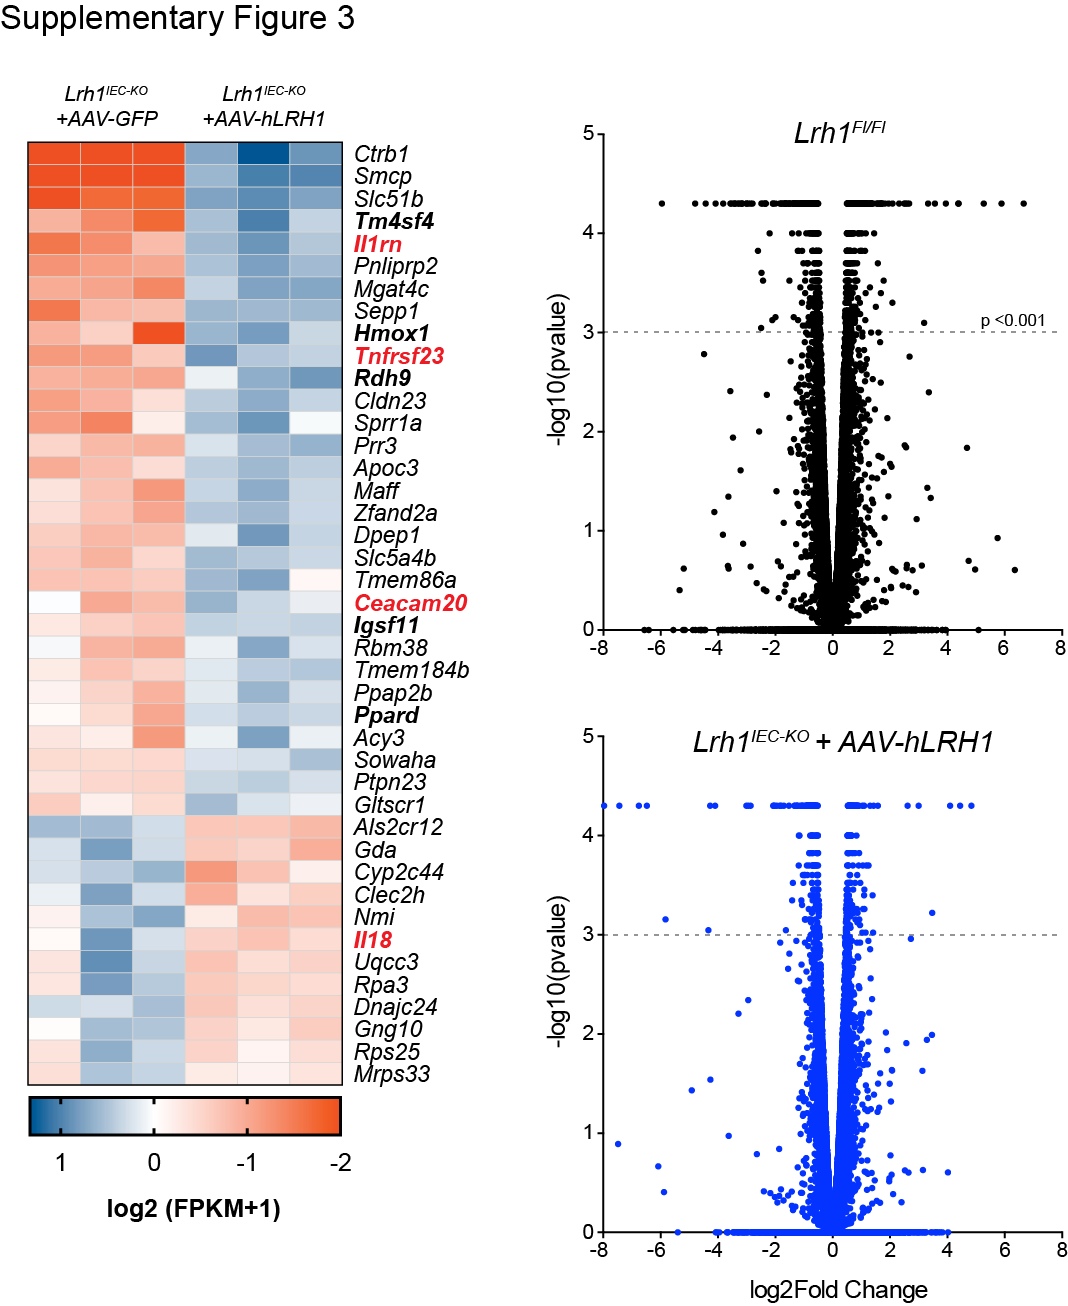
**

**Supplementary Figure 3. Expression analysis of *Lrh1^IECKO^*+AAV-hLRH1 reveals pro-survival and anti-inflammatory gene program.** Expression heat map of top 40 most significant expression changes comparing *Lrh1^IECKO^*+AAV-hLRH1 to *Lrh1^IECKO^*+AAV-GFP. Putative pro-survival and anti-inflammatory genes are highlighted in black and red, respectively. Volcano plots for *Lrh1^fl/fl^* (top right) and *Lrh1^IEC-KO^+AAV-hLRH1* (bottom right) show similar distribution and fold change. P < 0.001 is marked by dashed grey line.

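The heat map draws 42 genes, 30 up and 12 down. In the FPKM of 3 AAV-hLRH1 and 3 AAV-GFP samples all 42 moved in the drawn direction, and in 40 of them no AAV-hLRH1 sample overlapped an AAV-GFP sample. An adjusted p under 0.05 was reached by 11, of which 10 were drawn up and 1 was drawn down, and an unadjusted p under 0.001 by 20. The genes drawn up had log2 fold changes from 0.709 to 7.88 and those drawn down from -1.18 to -0.407. After *Ctrb1* and *Smcp*, the genes drawn up with the largest changes were *Slc51b*, a bile acid transporter subunit gene on chromosome 9 from 65412753 to 65422773 (GRCm38), and *Tm4sf4*, on chromosome 3 from 57425410 to 57441675. *Slc51b* rose from 59.5 ± 24.8 (SD, n = 3) to 433 ± 33.1 (SD, n = 3), a log2 fold change of 2.94 (standard error 0.338, adjusted p = 0.0028). *Sepp1*, a selenoprotein gene on chromosome 15 from 3270767 to 3280508, went from 324 ± 87.8 (SD, n = 3) to 976 ± 5.21 (SD, n = 3), a log2 fold change of 1.63 (standard error 0.201, adjusted p = 0.0045). The single drawn-down gene past the threshold was *Als2cr12*, on chromosome 1 from 58658120 to 58695989, which went from 7.95 ± 0.914 (SD, n = 3) to 2.94 ± 0.257 (SD, n = 3), a log2 fold change of -1.18 (standard error 0.2, adjusted p = 0.042). When a sample was left out, *Als2cr12* was not past the threshold in 6 of 6 fits, with an adjusted p from 0.051 to 0.22. A fit of only the 6 samples of these 2 groups left 3 of the 42 genes past the threshold, the lowest number under any alternative.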

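Of the 5 genes highlighted as pro-survival, *Tm4sf4* rose from an FPKM of 6.27 ± 2.1 (SD, n = 3) with AAV-GFP to 26.8 ± 6.87 (SD, n = 3) with AAV-hLRH1, a log2 fold change of 1.95 (standard error 0.231, adjusted p = 0.0034). The other pro-survival genes did not pass the threshold after adjustment. *Hmox1* was at 1.74 (adjusted p = 0.13), *Rdh9* at 1.51 (adjusted p = 0.067), *Igsf11* at 0.873 (adjusted p = 0.13) and *Ppard* at 0.857 (adjusted p = 0.18) on the log2 scale. *Rdh9*, a retinol dehydrogenase gene on chromosome 10 from 127776405 to 127792697 (GRCm38), went from 1.46 ± 0.1 (SD, n = 3) to 6.15 ± 1.74 (SD, n = 3). *Ppard*, on chromosome 17 from 28232754 to 28301469, went from 2.58 ± 1.14 (SD, n = 3) to 5.25 ± 0.298 (SD, n = 3). Among the 4 genes highlighted as anti-inflammatory, *Il1rn* and *Tnfrsf23* passed the threshold at 1.86 (adjusted p = 0.012) and 1.54 (adjusted p = 0.02). *Ceacam20* was at 0.961 (adjusted p = 0.3). *Il18*, on chromosome 9 from 50565368 to 50581837, was lower with AAV-hLRH1, from 15 ± 5.22 (SD, n = 3) to 7.27 ± 0.808 (SD, n = 3), at -0.906 (adjusted p = 0.23). In all 9 genes the AAV-hLRH1 and AAV-GFP samples did not overlap, with an exact permutation p of 0.1 each. When a sample was left out, *Il1rn* and *Tnfrsf23* were each not past the threshold in 4 of 6 fits, with adjusted p values of up to 0.089 and 0.12, and *Ppard* was past it in 1 of 6 (adjusted p = 0.035).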

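In *Lrh1* IEC-KO relative to *Lrh1* fl/fl organoids 290 genes had an unadjusted p under 0.001 in the limma fit, 70 up and 220 down, where 14.2 of the 14241 tested genes would by chance. With AAV-hLRH1 relative to AAV-GFP there were 107, 85 up and 22 down. The log2 fold changes over all tested genes ran from -8.46 to 5.48 in the former comparison and from -7.43 to 11.2 in the latter. Genes with an adjusted p under 0.05 numbered 309 and 34. Leaving out each sample in turn gave 180 to 261 genes under 0.001 for loss of mLRH-1 and 52 to 228 for AAV-hLRH1. Between AAV-GFP-infected and *Lrh1* IEC-KO organoids, neither with hLRH-1, 99 genes were under 0.001 in the main fit. A count near the 107 with AAV-hLRH1 is therefore not specific to hLRH-1.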

**
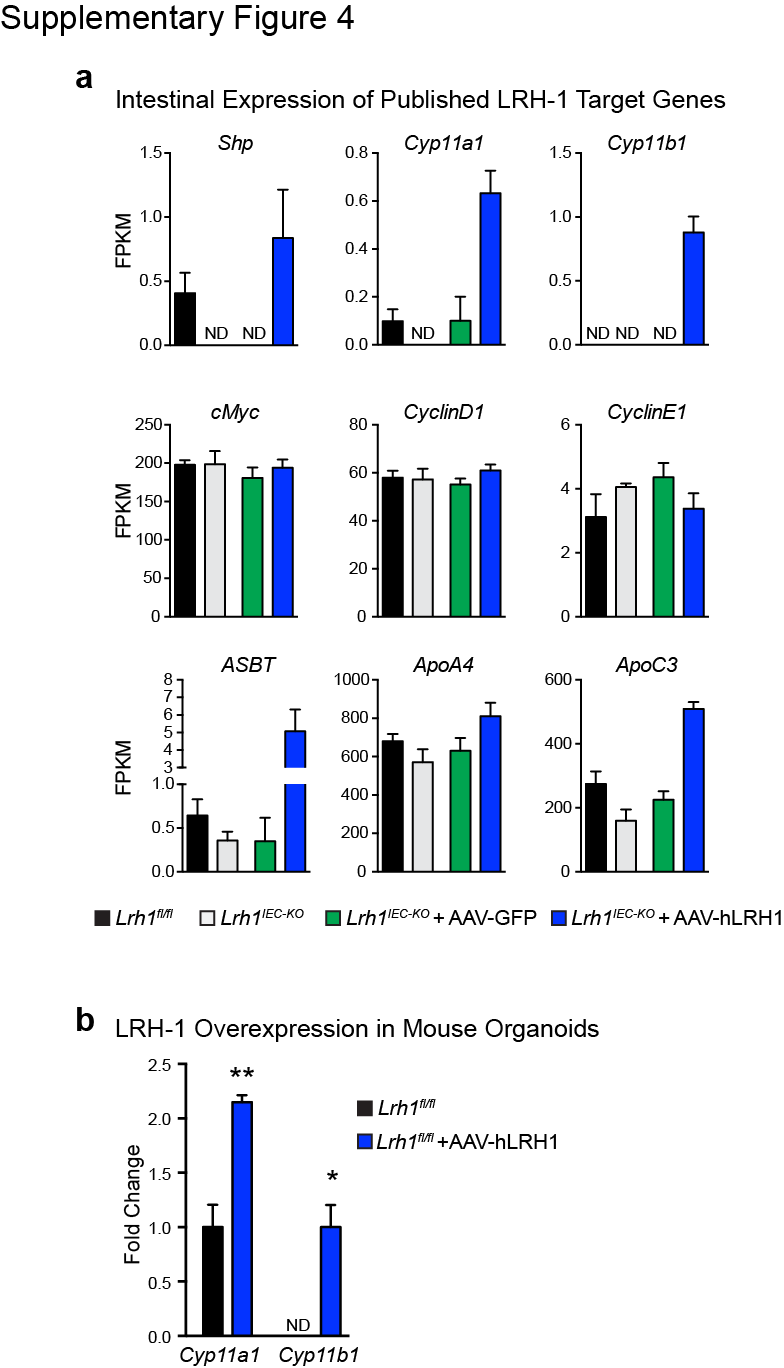
**

**Supplementary Figure 4. Effect of LRH-1 knock, replacement, and overexpression of previously recognized gene targets. (A)** Expression of target gene mRNA from RNA-Seq dataset. No change in *Myc* or *Cyclin* expression was observed following *Lrh1* knockout. **(B)** Overexpression of hLRH-1 in mouse *Lrh1^fl/fl^* organoids increases expression of the steroidogenic enzymes *Cyp11a1* and *Cyp11b1*.

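The RNA-Seq values behind this panel are the mean FPKM of 3 samples per group. *Slc10a2*, the ileal bile acid transporter gene on chromosome 8 from 5085623 to 5105232 (GRCm38), was at 0.643 ± 0.319 (SD, n = 3) in *Lrh1* fl/fl, 0.359 ± 0.172 (SD, n = 3) in *Lrh1* IEC-KO, 0.349 ± 0.465 (SD, n = 3) in AAV-GFP-infected and 5.07 ± 2.15 (SD, n = 3) in AAV-hLRH1-infected organoids. With AAV-hLRH1 it rose relative to AAV-GFP, a log2 fold change of 2.15 (standard error 0.299, adjusted p = 0.011), and the exact permutation p was 0.1. The AAV-hLRH1 samples rest on 93 implied fragments and the AAV-GFP samples on 4. A pseudocount of 0.1 gave a log2 fold change of 4.02 for *Slc10a2* but an adjusted p of 0.083. After loss of mLRH-1 its change was -0.262 (adjusted p = 0.8). *Shp* (*Nr0b2*) was at 0.407 ± 0.273 (SD, n = 3) in *Lrh1* fl/fl organoids, from 5 fragments, and was not detected in *Lrh1* IEC-KO organoids, a log2 fold change of -0.476 (adjusted p = 0.43). *Apoa4*, on chromosome 9 from 46240844 to 46243458, was at 680 ± 65.9 (SD, n = 3), 571 ± 118 (SD, n = 3), 630 ± 115 (SD, n = 3) and 810 ± 121 (SD, n = 3) in the same order of groups. Its log2 fold changes, -0.268 after loss and 0.369 with AAV-hLRH1, were within the spread of the samples (adjusted p = 0.68 and 0.47). *Apoc3*, its neighbour on chromosome 9 from 46233050 to 46235636, was at 275 ± 66.9 (SD, n = 3), 160 ± 61 (SD, n = 3), 225 ± 45.9 (SD, n = 3) and 509 ± 37 (SD, n = 3). The groups of each *Apoc3* comparison did not overlap, yet neither -0.838 after loss (adjusted p = 0.26) nor 1.19 with AAV-hLRH1 (adjusted p = 0.18) passed the threshold.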

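*Myc*, on chromosome 15 from 61985341 to 61990361 (GRCm38), had an FPKM of 198 ± 10.5 (SD, n = 3) in *Lrh1* fl/fl and 199 ± 29.8 (SD, n = 3) in *Lrh1* IEC-KO organoids, a log2 fold change of -0.00334 (standard error 0.133, adjusted p = 1), and the exact permutation p was 1. It was 181 ± 24 (SD, n = 3) with AAV-GFP and 194 ± 18.1 (SD, n = 3) with AAV-hLRH1, a log2 fold change of 0.108 (standard error 0.133, adjusted p = 0.79). Neither cyclin passed the threshold after knockout, with *Ccnd1* changed by -0.0244 (adjusted p = 0.97) and *Ccne1* by 0.34 (adjusted p = 0.66) on the log2 scale. Leaving out each sample in turn moved the *Myc* estimate after knockout the most, between -0.123 and 0.0583, and median-ratio scaling between samples gave 0.0658 (adjusted p = 0.92). RNA-Seq values for hLRH-1 overexpressed in *Lrh1* fl/fl organoids, the subject of panel B, are not in the files analysed here.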

**
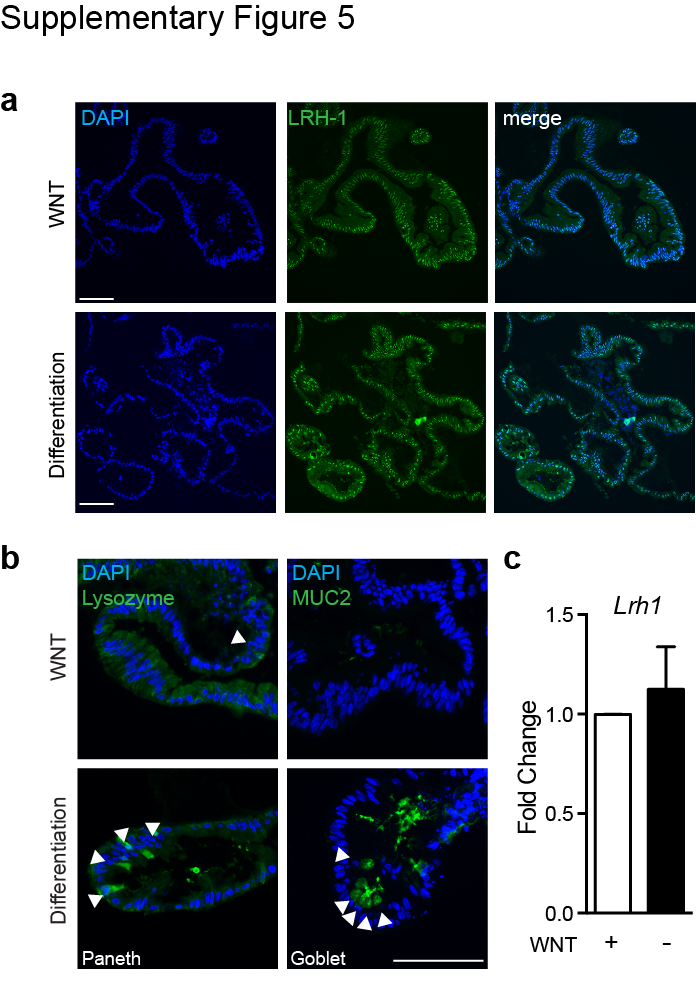
**

**Supplementary Figure 5. Differentiation and LRH-1 expression in human intestinal organoids.**

**(A)** Distribution of LRH-1 expression (green) in undifferentiated (top row) and differentiated human intestinal organoids. In both conditions, LRH-1 is expressed broadly, with mild reduction in staining intensity in differentiated villus domain. Differentiation is induced by withdraw of WNT, SB202190, and nicotinamide for 5 days. **(B)** Differentiation conditions produce both mature Paneth cells (left) marked by lysozyme expression (green; white arrowheads) and goblet cells (right row) marked by MUC-2 expression (green; white arrowheads). **(C)** *Lrh-1* mRNA levels are similar under WNT (white bar) and differentiation (black bar) conditions. Scale bars = 100 μm.

**
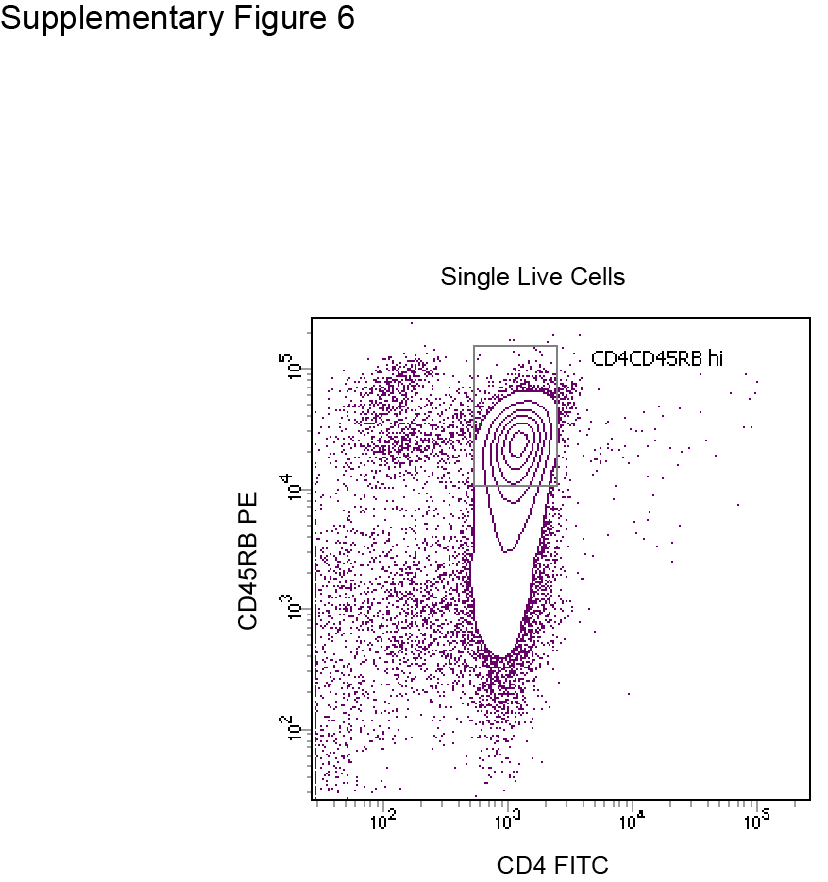
**

**Supplementary Figure 6. Gating strategy for FACS of CD4+ T cells.** Single live CD4^+^ T cells were gated on their fluorescent intensity and percentage to obtain finally CD4^+^CD45RB^high^ naïve T cells. x axis, anti-CD4 FITC intensity; y axis, anti-CD45RB PE intensity; Percentage (%) equals the percent of CD4^+^CD45RB^high^ T cells (the squared area) in the CD4+ single live cells.
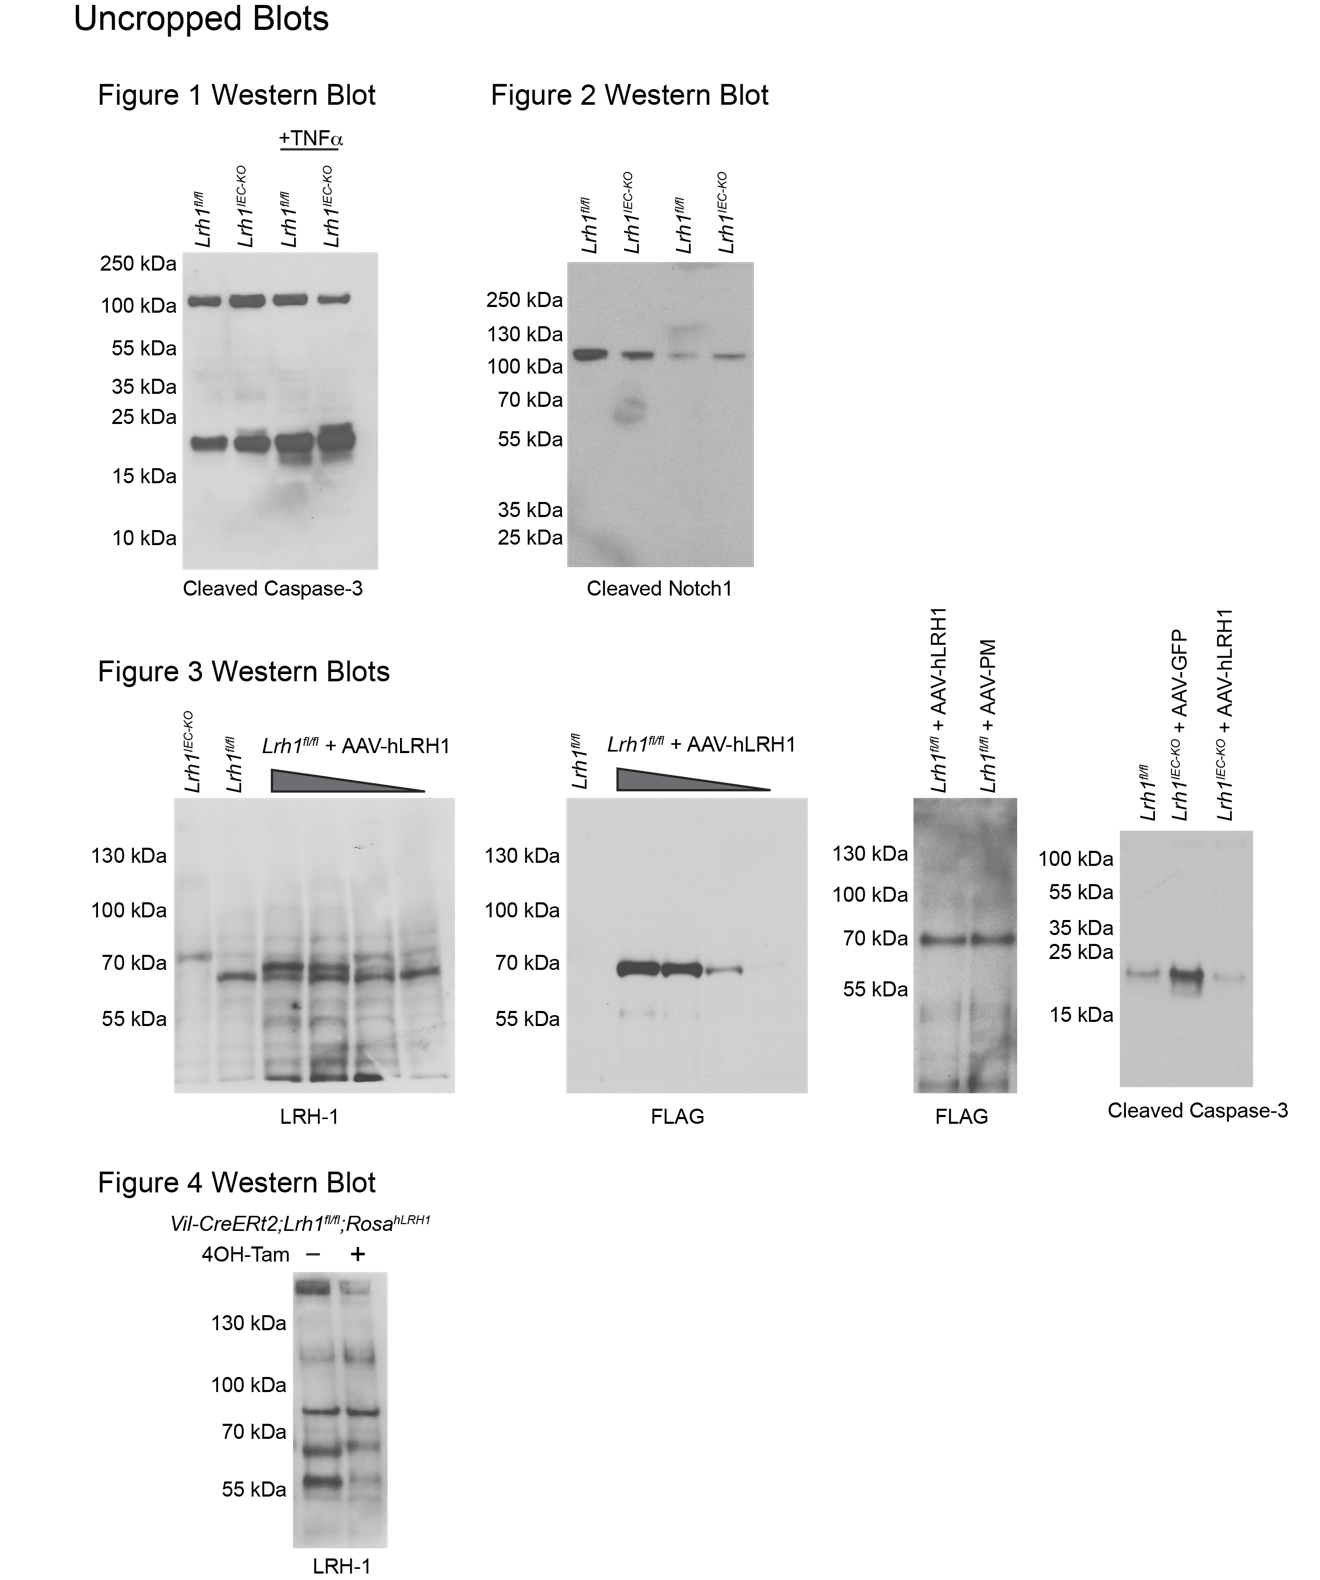

**Supplementary Figure 7. Uncropped western blots from main text figures.** Antibodies used are listed below the blot with dilutions as per Methods.

**Supplementary Table 1. Modified Colitis Disease Activity Score**

| Scores | 0 | 1 | 2 | 3 | 4 |
| --- | --- | --- | --- | --- | --- |
| Weight loss (%) | 0 | >0% | ≥2% | ≥4% | ≥8% |
| Diarrhea | Normal | Mild | Loose | Moderate | Liquid |
| Hematochezia | No | FOBT± | FOBT+ | FOBT++ | FOBT+++ |
| Sick appearance | Normal | Mild  uncleanness | Moderate  uncleanness | Hunched,  Slow moving | Lethargic |

**Supplementary Table 2. qPCR Primers**

| **Gene** | **Forward (5’**→**3’)** | **Reverse (5’**→**3’)** |
| --- | --- | --- |
| *Ctrb1(m)* | CCTGAAAATCGCTCAGGTTTT | CATTACGCACGGTGAAGGA |
| *Ctrb1(h)* | GGAGTTTGACCAGGGCTC | AGCAGGGTGATGTCATTGTTC |
| *Cyp11b1* | TGCCCTTGGAATCCTGGATAGT | CCATTCTGGCCCATTTAGCAA |
| *Hmox1* | AGGATTTGTCTGAGGCCTTG | GGCCGTGTAGATATGGTACAAG |
| *Il1rn* | TTAGCTCACCCATGGCTTCAG | GCATCTTGCAGGGTCTTTTCC |
| *Lrh1(h)* | AAGCGTTGTCCTTACTGTCG | CCCTGTCTCTCTTGTACATTGG |
| *Lrh1(m)* | CCATTACGGTCTCCTCACGTG | AGGGACATCGTTTTCTCTGCG |
| *Rdh9* | CCAGACCAGCTCAGAAATCAG | CTCTTGTCCAATTCGTTTAGCC |
| *Smcp* | CGAGAATCAAGTATGGAAATGCTG | GGGCAACATGGTTTTGGTG |
| *Tnfrsf23* | CCAGTCTAATGATGTCTGTTGCAA | TGCAGGGCGCCTTGA |

Proprietary, pre-validated primers for qPCR for colonic gene expression were purchased from Qiagen (QIAGEN Inc., Germantown, MD 20874) (<https://www.qiagen.com/geneglobe/default.aspx)>.

How the deposited data were processed for this re-analysis (not part of the article)

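RNA was measured in 12 samples of mouse small intestinal organoids: 3 each of *Lrh1* fl/fl, *Lrh1* IEC-KO, *Lrh1* IEC-KO infected with AAV-GFP and *Lrh1* IEC-KO infected with AAV-hLRH1 organoids. According to the sample labels and the paper, organoids were treated with 300 nM 4-hydroxytamoxifen and RNA was collected 4 days after infection. The treatment text of the labels is the same for all 12 samples, and the groups were taken from the genotype labels. The authors' files hold 1 table per sample with the FPKM of each gene, the bounds that Cufflinks puts around it and a quantification status. FPKM was computed by the authors with Cufflinks in Galaxy, which divides the fragments assigned to a gene by the length of its transcripts and by the mapped fragments of the sample. The paper, its supplement and the labels do not state the aligner, the versions, a read filter, the annotation or whether the FPKM were normalized between samples. Fragment counts, reads and alignments are not in the files analysed here.

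Each file has 24490 rows and 23991 different symbols, 267 of which have more than 1 row. Rows with the same symbol were summed, and symbols with a failed quantification in any sample (13 rows) were left out. This left 23978 symbols, of which the 14241 with an FPKM of at least 0.1 in at least 3 of 12 samples were tested. FPKM were used as deposited, without further normalization. The log2 of FPKM + 1 was fitted with limma 3.58.1 in R 4.3.3 as 4 group means, with a variance trend in the empirical Bayes step. The comparisons taken from this fit are *Lrh1* IEC-KO against *Lrh1* fl/fl, AAV-hLRH1 against AAV-GFP, AAV-GFP against *Lrh1* IEC-KO, and AAV-hLRH1 against *Lrh1* fl/fl. P values were adjusted over the tested genes of each comparison by the Benjamini-Hochberg method, with a threshold of 0.05. A gene with an adjusted p at or above the threshold is reported as not past the threshold, which is not a measurement of no change. Single genes also have an exact permutation test of the difference in mean FPKM. Sets of 33 EEC genes and 42 apoptosis and survival genes were tested with limma's camera at an inter-gene correlation of 0.01 and adjusted over the 4 set tests. Tables were prepared in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Gene types, strands and exons come from the GENCODE annotation of GRCm38, and coordinates count from 1.

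The genes named in the text follow a rule. They are the genes the paper names for the RNA-Seq data or measures by RT-qPCR, the marker genes where a subclass is listed, and genes chosen by size of change. The latter are the 5 genes up and the 5 down with the largest log2 fold change among those past the threshold, with a mean FPKM of at least 1 in a compared group and no overlap between the groups. Only 3 genes fell with AAV-hLRH1, so fewer than 5 were available there.

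The depth of each sample was derived from the upper bound that Cufflinks prints, taken as the FPKM times 1 plus 2 divided by the square root of the fragments. It came to between 2.09 and 4.48 M fragments (median 3.885 M). A gene yields 3 fragments only above an FPKM that depends on its length and on the depth of the sample, and this value is given for genes that were not detected. The replicates of a group correlated at a Pearson r of 0.939 to 0.959 on the log2 scale. Samples of different groups correlated at 0.931 to 0.958, so replicates were barely more alike than samples of different groups. Differences between replicates exceeded the sampling noise of the implied fragments, with a chi-square per gene of 2.51 to 17.6 for pairs within groups.

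The same scripts were tested on simulated data with 200 genes changed by 2 on the log2 scale and the median dispersion within the groups (0.0104). A first run with an arbitrary, larger dispersion had recovered too few genes and was replaced. Of the 197 changed genes that passed the filter, 93.9% were recovered (99.1% of the 109 with a mean FPKM of at least 10), and 6 unchanged genes were called, 3.14% of the calls. In a simulation without change 2 genes were called. Genes noisier than the median are recovered less often than this.

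Alternatives were a pseudocount of 0.1, a filter at an FPKM of 1 and none, quantile normalization and median-ratio scaling, and a fit of only the groups compared. Others were a fit without the variance trend, a replicate block, rows kept apart, any quantification status, a minimum log2 fold change of 1, an inter-gene correlation estimated from the set, and leaving out each sample in turn. The numbering was checked for paired samples: deviations from group means correlated at 0.0105 (-0.105 to 0.158) for samples of different groups with the same number and at -0.0052 (-0.172 to 0.247) for different numbers. The Ingenuity networks and the RT-qPCR, microscopy and human organoid measurements could not be recomputed, since the networks are proprietary and the other measurements are not in the files analysed here.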

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

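For the loss of mLRH-1, 5 genes were flagged because they changed strongly in the sequenced samples and the paper does not discuss them. They were selected by size of change among genes past the threshold whose groups did not overlap, so all 3 *Lrh1* IEC-KO samples differ from all 3 *Lrh1* fl/fl samples in the direction given. _2210417A02Rik_, a long noncoding RNA gene on chromosome 5 from 148741840 to 148743139, rose from an FPKM of 0.628 ± 0.636 (SD, n = 3) to 20.4 ± 7.88 (SD, n = 3), a log2 fold change of 3.73 (standard error 0.31, adjusted p = 4.8e-05). *Prl2c2*, on chromosome 13 from 12996124 to 13005330, rose from 0.964 ± 0.19 (SD, n = 3) to 21.6 ± 20.4 (SD, n = 3), at 3.16 (standard error 0.631, adjusted p = 0.025). *Gip*, on chromosome 11 from 96024545 to 96030828, is an EEC hormone gene and fell from 121 ± 21.6 (SD, n = 3) to 2.94 ± 4.32 (SD, n = 3), at -5.54 (standard error 0.675, adjusted p = 8.7e-04). *Trim44*, on chromosome 2 from 102300119 to 102400900, fell from 31.5 ± 2.52 (SD, n = 3) to 0.0607 ± 0.105 (SD, n = 3), at -4.94 (standard error 0.129, adjusted p = 5.5e-09), and *Fam111a*, on chromosome 19 from 12573525 to 12589696, from 29 ± 3.33 (SD, n = 3) to 0.0608 ± 0.057 (SD, n = 3), at -4.82 (standard error 0.132, adjusted p = 5.5e-09).

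For these 5 genes 3 explanations other than the loss of LRH-1 were tested. Too few fragments in the lower group cannot produce them: at the level of the higher group, the lower group would hold at least 94.3 implied fragments for each gene, and between 2 and 14 were found. Reads shared with other genes leave *Prl2c2* open, since 83.3% of the 50-base words of its transcripts occur in transcripts of other genes, among them its paralog *Prl2c3*. That rise cannot be assigned to *Prl2c2* itself, and its samples also scattered widely. The overlap explanation described for on and off genes among the other observations remains open for *Fam111a*, which overlaps the row of *A330040F15Rik*. *Trim44* overlaps no row. A difference between the *Lrh1* fl/fl line and the *Lrh1* IEC-KO line other than LRH-1 was the last explanation tested. It predicts that hLRH-1 leaves the change in place, and 80% of the genes (4 of 5) were still changed the same way in AAV-hLRH1 relative to *Lrh1* fl/fl organoids, at 3.93 for _2210417A02Rik_, -5.22 for *Gip*, -5 for *Trim44* and -4.87 for *Fam111a*. *Prl2c2* was at 2.74 there, with an adjusted p of 0.055. The *Lrh1* fl/fl samples that selected the genes also entered this check, which favours agreement, so the result does not decide. These changes may come from the organoid line or from an effect of mLRH-1 that hLRH-1 does not restore within 4 days. For *Fam111a* the overlap is a further possibility, and the design cannot separate these. In the paper the *Lrh1* IEC-KO organoids carry the Cre gene and the *Lrh1* fl/fl organoids are a similarly treated comparison, so the line and the loss of mLRH-1 change together. The predictions for these tests were written after the genes had been seen.

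With AAV-hLRH1, 4 genes were flagged for the same reason, and in each all 3 AAV-hLRH1 samples lay beyond all 3 AAV-GFP samples. *Ly6d*, on chromosome 15 from 74762056 to 74763567, rose from 0.166 ± 0.287 (SD, n = 3) to 30.1 ± 12.8 (SD, n = 3), at 4.69 (standard error 0.357, adjusted p = 1.1e-04). _5033403H07Rik_, on chromosome 5 from 52973012 to 52992292, was not detected with AAV-GFP and reached 11 ± 3.17 (SD, n = 3), at 3.55 (standard error 0.244, adjusted p = 4.6e-05). *Lypla1*, on chromosome 1 from 4807893 to 4846735, fell from 93.5 ± 4.4 (SD, n = 3) to 65.3 ± 1.77 (SD, n = 3), at -0.51 (standard error 0.08, adjusted p = 0.024), and *Dpp4*, on chromosome 2 from 62330073 to 62412231, from 75 ± 3.28 (SD, n = 3) to 52.6 ± 1.54 (SD, n = 3), at -0.503 (standard error 0.0752, adjusted p = 0.018).

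The AAV-GFP samples include the shallowest, yet at the AAV-hLRH1 level each of the 2 raised genes would have held at least 26 fragments in the AAV-GFP samples, where *Ly6d* had 1 and _5033403H07Rik_ 0. Shared reads are limited, with at most 8.93% of the 50-base words of any of the 4 genes found elsewhere (*Lypla1*). Since a few genes take more of the FPKM in the AAV-GFP samples, median-ratio scaling was applied, and the largest adjusted p among the 4 genes was 0.0393. *Ly6d* and _5033403H07Rik_ were also higher than in *Lrh1* fl/fl organoids, by 4.71 and 3.24, so their rise is a candidate effect of hLRH-1 at the level reached with the virus rather than a return to the *Lrh1* fl/fl state. For _5033403H07Rik_ the overlap explanation described for on and off genes among the other observations was checked as well, and no row overlaps it. *Lypla1* and *Dpp4* were close to the *Lrh1* fl/fl level with AAV-hLRH1 (-0.13 and -0.0677), so their difference may reflect the AAV-GFP samples more than hLRH-1: when a sample was left out, each of them was no longer past the threshold in 5 of 6 fits. As all these genes were found and tested on the same samples, and the predictions were again written afterwards, their assignment to hLRH-1 is a hypothesis.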

How the results depend on the processing

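The comparisons, tests, gene sets, the rule for named genes and all alternatives were written before the processed files arrived, and no alternative was added afterwards. A count was taken as unchanged within a ratio of 1.5 of its main value. Of the 16 headline results, 5 met this, kept their side of the threshold or stayed within the spread under every alternative. They include the count of Fig. 1d genes, 42 in the main fit and 30 with only the compared groups. The others are the correlation between the effects of loss and of AAV-hLRH1, the EEC set in both comparisons, and the apoptosis set with AAV-hLRH1. Of the 280 alternative values of headline results, 53 moved and 3 reversed. Of the 80 results for named genes, 51 were unchanged throughout. In 1271 alternative values of named genes 78 lost the threshold, 3 gained it and 23 reversed. Of the 36 group means 34 were unchanged, and the means of *Nr0b2* and *Cyp11b1* with AAV-GFP went from 0 to 0.00296 under quantile normalization, which gives tied zeros a common value.

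Fitting only the compared groups gave 27 genes up and 126 down after loss of mLRH-1, and 14 up and 0 down with AAV-hLRH1. It gave 2 genes for AAV-GFP against *Lrh1* IEC-KO, 70 with p under 0.001 with AAV-hLRH1 and 3 of the Supplementary Figure 3 genes. For AAV-hLRH1 against *Lrh1* fl/fl the count rose instead, from 294 to 328 genes. This alternative leaves 6 samples to estimate each gene's spread, which could explain the falls but not the rises. A minimum log2 fold change of 1 left 44 genes up and 124 down after loss, 1 down with AAV-hLRH1 and 158 for AAV-hLRH1 against *Lrh1* fl/fl, by removing changes below that size. For the genes down with AAV-hLRH1, so few that each gene counts, 1 remained without the variance trend and 1 with the replicate block.

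Leaving out each compared sample in turn gave from 28 to 62 genes up and 109 to 187 down after loss of mLRH-1, and 17 to 97 up and 0 to 43 down with AAV-hLRH1. It gave 0 to 161 genes for AAV-GFP against *Lrh1* IEC-KO and 153 to 192 for AAV-hLRH1 against *Lrh1* fl/fl. Genes with p under 0.001 ranged from 180 to 261 after loss and from 52 to 228 with AAV-hLRH1, and the Supplementary Figure 3 genes from 6 to 15. The share of genes moved the opposite way by AAV-hLRH1 ranged from 46.9% to 59.0%. The fits without AAV-GFP replicate 1 gave the highest counts for AAV-GFP and AAV-hLRH1 (161, 97, 43, 228 and 15). That sample is the deepest of its group, and its removal leaves the 2 shallower samples; the test of depth as an explanation is among the other observations.

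The mean of the apoptosis set after loss of mLRH-1 lies so near 0 that its sign changed, to 0.0529 with quantile normalization and 0.0288 with median-ratio scaling, and it ranged from -0.0769 to 0.0527 when samples were left out. These scalings change the level of whole samples, which could explain the change of sign of so small a mean. The same holds for genes without a change past the threshold. Quantile normalization reversed *Nr5a2* to 0.0179, *Tph1* to 0.00309 and *Myc* to 0.0412 after loss, and *Chga* to -0.0623 and *Olfm4* to 0.153 with AAV-hLRH1. Median-ratio scaling reversed *Ccnd1* to 0.0437 and *Myc* to 0.0658. Leaving out samples gave, after loss, -0.202 to 0.0299 for *Nr5a2*, -0.531 to 0.0615 for *Hmox1*, -0.691 to 0.574 for *Sct*, -0.354 to 0.23 for *Tph1*, -0.113 to 0.0808 for *Ccnd1* and -0.123 to 0.0583 for *Myc*. With AAV-hLRH1 it gave -0.0926 to 0.127 for *Nr5a2*, -0.0428 to 0.16 for *Chga* and -0.232 to 0.0803 for *Olfm4*.

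Among the other gene values, 17 were no longer past the threshold in the fit of only the compared groups, 5 with the replicate block, and 3 each with the pseudocount of 0.1, without a filter and without a variance trend. There were 2 with quantile normalization, 1 with median-ratio scaling, and 44 of 477 when samples were left out. The threshold was gained by 1 each with quantile normalization, with the block and when a sample was left out. For 6 of the gene values a filter at an FPKM of 1 left no value, as the genes are below it. The minimum log2 fold change was applied to counts alone, and the estimated inter-gene correlation to the gene sets alone. Depth limits the low genes: *Nr0b2*, *Cyp11a1*, *Cyp11b1* and *Smcp* rest on a few fragments in the lower group, and the AAV-GFP samples, at 2.09 to 3.89 M implied fragments, limit what can be called lower there.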

Differences from the paper's values

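No group mean read from Supplementary Figure 4A differed from the corresponding FPKM mean by the criteria set, so the differences below concern statements. The fold change the paper gives for *Rdh9* was not put through those criteria, because its assay is not stated. The paper counts apoptosis and survival among the functions most affected by loss of mLRH-1. The set of apoptosis and survival genes tested here, which is not the Ingenuity network, had a mean log2 fold change of -0.0276 (adjusted p = 0.52), with 1 of 41 genes past the threshold. It pools 26 pro-apoptotic genes (mean -0.0397) and 15 pro-survival genes (mean -0.00675). Both means have the same sign in the main fit, which argues against opposite shifts of these parts that cancelled in the pooled test. As the set is not the Ingenuity network, its test does not decide on the paper's statement.

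The heat map of Supplementary Figure 3 is presented as the most significant genes, but 11 of its 42 genes had an adjusted p under 0.05 here and 20 an unadjusted p under 0.001. Ranked by p among the tested genes, *Mrps33* was at place 2537, and its samples overlapped, as did those of *Rps25*. In Fig. 1d, 2 of 44 genes were not past the threshold, with *Npl* at an adjusted p of 0.072. None of the alternatives set before the files arrived brought the Supplementary Figure 3 count to 42.

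The paper names *Shp*, *Cyp11a1* and *Hmox1* among the genes raised by AAV-hLRH1. They were higher here, but at 0.817, 0.575 and 1.74 on the log2 scale their adjusted p values were 0.2, 0.13 and 0.13. Depth limits *Shp* and *Cyp11a1*, with 10 and 13 implied fragments in the AAV-hLRH1 samples. The paper also cites the RT-qPCR of Fig. 3g and, for *Cyp11a1*, overexpression of hLRH-1 in *Lrh1* fl/fl organoids. These values do not test that evidence. The paper states that transcripts of nearly all EEC subclasses fell. The markers of S and X cells and of the progenitor, *Sct*, *Ghrl* and *Neurog3*, were not past the threshold at -0.203, -1.87 and -0.366, and 1 of 4 enterochromaffin genes was. *Sct* rested on 5 implied fragments in *Lrh1* fl/fl and 6 in *Lrh1* IEC-KO organoids, too few to show a fall. *Ghrl* had 35 and 8, and its mean fell by 68.5%, the direction the paper gives.

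In the lower volcano plot of Supplementary Figure 3, *Ctrb1* is drawn on the side of lower expression, while its log2 fold change with AAV-hLRH1 was 7.88.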

Other observations

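Splits of the same samples into other groups of 3 were examined for each comparison, and the predictions for these splits, unlike all others, were written before the results were seen. For *Lrh1* IEC-KO against *Lrh1* fl/fl, 1 of the 10 splits of the 6 samples, the real split, gave as many as 309 genes, and the other 9 gave at most 2. For AAV-hLRH1 against AAV-GFP 1 of 10 gave as many as 34, and the other 9 at most 2. For AAV-hLRH1 against *Lrh1* fl/fl 1 of 10 gave as many as 294, the others at most 1. For AAV-GFP against *Lrh1* IEC-KO the real split gave 0 genes, a number that every split reaches, so the result of 10 of 10 decides nothing. The mean of the EEC set was as large in size in 1 of 10 splits after loss of mLRH-1 and in 1 of 10 with AAV-hLRH1. The mean of the apoptosis set was as large in 10 of 10 after loss and in 1 of 10 with AAV-hLRH1. With 3 samples per group the real split is never less than 0.1 of the splits, so a grouping by chance is not excluded by these counts alone.

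Of the splits of the *Lrh1* IEC-KO and AAV-GFP samples, the split by depth stood out. The 3 shallower samples (*Lrh1* IEC-KO replicate 3 and AAV-GFP replicates 2 and 3, at most 2.78 M implied fragments) differed from the 3 deeper (at least 3.27 M) in 419 genes, 121 higher and 298 lower. These groups were defined from the data and are not conditions. Low genes missed at lower depth were tested after the split had been seen: 91.6% of the 419 genes (384) had at least 20 fragments in each of the 3 deeper samples. Dominance of a few genes was tested with median-ratio scaling, under which 386 genes remained. A batch, a difference in RNA quality and the state of the cultures were not tested, since the labels do not give them, and no biological explanation was tested. Depth differs between the AAV-GFP and AAV-hLRH1 groups as well, so genes of this split may contribute to that comparison.

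That the AAV-GFP samples stand apart once replicate 1 is left out, which raises the counts with AAV-hLRH1 to 97 up and 43 down, was tested against the lower depth of replicates 2 and 3. Of the 140 genes called without replicate 1, that sample lay beyond all 3 AAV-hLRH1 samples on the same side at 88, or 62.9%. By chance 25% would, had the genes not been selected with those AAV-hLRH1 samples. Genes lower in *Lrh1* IEC-KO organoids were tested the same way: at 155 of 161 genes called without *Lrh1* IEC-KO replicate 1 (96.3%) that deeper sample was also below all 3 *Lrh1* fl/fl samples. The AAV-hLRH1 or *Lrh1* fl/fl samples compared here also selected the genes, so more than 25% is expected whatever the cause. Neither share therefore decides whether depth accounts for the result, and both predictions were written after the results.

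Of the 309 genes changed by loss of mLRH-1, 66.0% (204) were still changed with AAV-hLRH1 relative to *Lrh1* fl/fl organoids. The same *Lrh1* fl/fl samples selected the genes and entered this check, so some agreement is built in, and no reference share was computed. The 66.0% therefore does not decide between a difference between the lines other than LRH-1 and incomplete rescue. Either may hold for part of the genes. A strain difference carried in stretches of chromosome was tested by the neighbours of the 204 genes within 1 Mb: 51 had a neighbour, against 56.4 on average over 10000 draws of as many tested genes, and a share of 0.7631 of the draws had as many. Around *Nr5a2* itself, 4 of the genes lie within 10 Mb, against 1.5 on average, and 0.0657 of the draws had as many. All of these predictions were written after the result.

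*Nr5a2*, the gene of mLRH-1, was at 13.9 ± 0.52 (SD, n = 3) in *Lrh1* fl/fl, 13.3 ± 2.48 (SD, n = 3) in *Lrh1* IEC-KO, 14.5 ± 2.76 (SD, n = 3) in AAV-GFP-infected and 14.2 ± 1.28 (SD, n = 3) in AAV-hLRH1-infected organoids. Reads of the human transcript counted on the mouse gene would raise it with AAV-hLRH1, but the log2 fold change relative to AAV-GFP was -0.0154, a prediction written after the values had been seen. FPKM of the whole gene does not show whether an exon is missing, and exon-level values are not in the files analysed here, so the loss of mLRH-1 cannot be read from these values.

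Some genes were present in *Lrh1* fl/fl organoids (a mean FPKM of at least 2) and below 5% of that level in every other sample. There were 15 of at least 300 bases, a definition chosen after seeing the data, among them *Trim44*, *Fam111a*, *Lphn2*, *Galk1* and *Rps6ka6*. An overlapping gene to which Cufflinks assigned the fragments could be the cause: 6 of the 15 (40%) overlap another row against 20.7% of all tested genes, and 0.0691 of 10000 draws had as many. Of the 54 genes below an FPKM of 0.1 in some samples and at 5 or more in the others, allowing 1 sample in between, 50 (92.6%) overlap another row, and 0.0001 of the draws, the smallest share they can give, had as many. Such genes, *Ncstn* with *Copa* and *Atf5* with *Nup62* for example, may be an artifact of the quantification. *Fam149a*, *Lphn2* and *Rps6ka6* without overlap were present only in *Lrh1* fl/fl organoids, and _5033403H07Rik_ with AAV-hLRH1 and, at an FPKM of 0.892, in 1 *Lrh1* fl/fl sample. These 2 tests were also planned after the pattern had been seen. For the genes without overlap a line difference, as above, is not excluded.

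Genes the paper measured by RT-qPCR were also in the RNA-Seq data of *Lrh1* IEC-KO against *Lrh1* fl/fl organoids. The log2 fold change was -0.349 for *Notch1* (adjusted p = 0.58), -0.129 for *Hes1* (adjusted p = 0.82), -0.683 for *Olfm4* (adjusted p = 0.12), -0.799 for *Lgr5* (adjusted p = 0.0038), 1.34 for *Muc2* (adjusted p = 0.043) and -0.71 for *Lyz1* (adjusted p = 0.44). When a sample was left out, *Muc2* was not past the threshold in 4 of 6 fits, with an adjusted p of up to 0.2. The sign of *Lyz1* is opposite to the rise in *Lys* that the paper reports by RT-qPCR, but its samples overlapped (exact permutation p = 0.2). For *Rdh9*, the ratio of mean FPKM with AAV-hLRH1 to AAV-GFP was 4.2.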
